# Time-resolved miRNA-mRNA integrated analysis reveals the miRNA-mRNA networks underlying plasma membrane damage-dependent senescence and DNA damage response-dependent senescence in WI-38 normal human fibroblasts

**DOI:** 10.1080/15476286.2025.2551299

**Published:** 2025-08-22

**Authors:** Yatzu Chiu, Risa Ishida, Yohsuke Moriyama, Jan Grašič, Keiko Kono

**Keywords:** Small non-coding RNAs, cellular senescence, plasma membrane damage, gene regulation, RNA-seq

## Abstract

Cellular senescence is a stable cell cycle arrest associated with upregulated inflammatory responses. Senescent cells contribute to various pathological and physiological processes including organismal ageing and cancer. Cellular senescence can be induced by various cellular stresses including DNA damage, telomere shortening, oncogene activation, and epigenetic alterations. We have shown that plasma membrane damage can also induce cellular senescence. However, common and specific molecular mechanisms among different senescent cell subtypes remain unknown. MicroRNAs (miRNAs) regulate mRNA and rewire gene expression profiles, contributing to multiple processes including cellular senescence. Here, we performed time-resolved miRNA sequencing and compared the results with mRNA sequencing results using cells experiencing plasma membrane damage-dependent senescence (PMD-Sen) and cells undergoing DNA damage response-dependent senescence (DDR-Sen). We found 65 miRNAs that are differentially regulated in PMD-Sen, contributing to 2,495 miRNA-mRNA pairs. Moreover, PMD-Sen and DDR-Sen shared 41 miRNAs across their sets of miRNA-mRNA pairs. Notably, miR-155-5p emerged as the miRNA with the largest number of shared miRNA-mRNA pairs that exhibit a highly negative correlation. These results highlight miR-155-5p as the potential key regulator of PMD-Sen and DDR-Sen.

## Introduction

Cellular senescence, originally described by Hayflick, initially referred to a state of stable growth arrest resulting from the limited proliferative capacity of normal human fibroblasts [1,2]. After serial passaging, the normal human diploid fibroblasts reach replicative exhaustion and stop dividing in vitro. In 1990, Harley and his colleagues demonstrated that this type of senescence, known as replicative senescence (RS), was associate with telomere shortening [3]. Cellular senescence can also be triggered in response to various stressors, including oxidative stress, unresolved DNA damage and oncogene activation [4]. Although different stressors lead to senescence, the DNA damage response (DDR) is commonly involved in these mechanisms [5]. Senescent cells are metabolically active and resistant to apoptotic signals [6–8]. Senescence features are recognized by a combination of phenotypes, including flattened and enlarged cell morphology; increased activity of senescence-associated β-galactosidase (SA-β-gal), the development of a senescence-associated secretory phenotype (SASP), which is the secretome consisting of proinflammatory cytokines, chemokines, and extracellular matrix proteins; and an increase in cell cycle inhibitors such as p53 and p16 [9,10]. Cellular senescence is beneficial to the organism in some contexts including embryonic development, tissue remodelling and tumour suppression. However, cellular senescence can also be deleterious in other contexts including ageing and tumour progression [11].

Recently, we showed that plasma membrane damage-dependent senescence (PMD-Sen) is a novel senescence subtype that is induced by transient plasma membrane damage [12]. The plasma membrane can be damaged and lose its integrity when exposed to stress, such as pore-forming toxins secreted by invading pathogens or during the normal physiological process of muscle contraction [13]. Since plasma membrane damage is ubiquitous in the human body [14], further understanding of the regulatory mechanisms of PMD-Sen would potentially contribute to developing a treatment to extend healthy life span.

Cellular senescence is accompanied by large-scale gene expression changes [15–17]. One of the major regulators underlying such gene expression changes are microRNAs(miRNAs) [18]. miRNAs are small non-coding RNAs consisting of 18–24 nucleotides and were initially discovered in the nematode *C.elegans* by the Ambros and Ruvkun groups in 1993 [19,20]. The majority of miRNA genes are transcribed by RNA polymerase II (Pol II) into primary miRNA transcripts (pri-miRNA) in nucleus. These pri-miRNAs, which can be more than 1 kb, contain a hairpin structure where the miRNA sequences are located. Many pri-miRNAs undergo capping and polyadenylation processes [18,21]. Following transcription, pri-miRNAs are processed by a microprocessor complex, which includes the nuclear RNase III enzyme Drosha and DGCR8, resulting in the formation of stem-loop precursor miRNAs (pre-miRNAs) with a length of approximately 70 nucleotides [22]. The pre-miRNAs are then transported from the nucleus to the cytoplasm by the export receptor Exportin-5 and further processed by an RNase III endonuclease, Dicer [23,24]. In cytoplasm, cleavage to the terminal loop of pre-miRNA by Dicer generates the approximately 22-nucleotide miRNA duplex with 2-nucleotide 3’overhangs. Through interaction of miRNA seed sequences (nucleotide 2–7) with the 3ʹ-untranslated region (3’UTR) of the target mRNAs, miRNAs usually repress gene expression by conducting mRNA degradation and/or inhibiting protein translation. It has been estimated that over 60% of the human protein-coding genes contain at least one conserved miRNA-binding site, indicating that miRNAs serve as a mechanism by which genes with diverse functions can be simultaneously regulated [25]. Therefore, miRNAs are believed to play essential roles in diverse biological processes, including development, differentiation, proliferation, and apoptosis [18,26,27]. The capabilities of miRNAs in controlling various biological processes enable miRNAs to be tools to explore the key pathways that govern specific cell fates [28].

In this study, we focused on miRNA – mRNA interactions as a post-transcriptional regulatory mechanism contributing to senescence. Although the transcriptional and epigenetic regulation of senescence has been extensively investigated [29,30], the role of miRNAs in orchestrating subtype-specific senescence remains insufficiently understood. By integrating time-resolved miRNA and mRNA expression profiling, we sought to identify both shared and subtype-specific miRNA – mRNA regulatory axes. We identified 2,495 negatively correlated miRNA – mRNA pairings involving 65 miRNAs that are regulated in PMD-Sen. Moreover, PMD-Sen and DNA damage response-dependent senescence (DDR-Sen) shared 41 miRNAs across their sets of miRNA-mRNA pairs. Notably, miR-155-5p exhibited the largest number of shared target mRNAs with strong negative correlation, suggesting a central role in regulating core aspects of the senescent phenotype.

## Results

### The induction of plasma membrane damage-dependent senescence and DNA damage response-dependent senescence in WI-38 normal human fibroblasts

We previously showed that plasma membrane damage can induce cellular senescence (PMD-Sen) in normal human fibroblasts including WI-38 cells and BJ cells in vitro, and performed the time-resolved mRNA seq analysis (GSE222400) [12]. Here, we aim to identify the miRNAs that would underly the mRNA expression changes that were identified in our previous work. WI-38 cells were treated with sodium dodecyl sulphate (SDS)-containing medium for 24 hours, washed away, and incubated with DMEM for additional 16 days. As a control, we utilized DNA damage response-dependent senescent (DDR-Sen) cells that were induced by doxorubicin (DXR) treatment for 24 hours (Figure 1A). Both PMD-Sen cells and DDR-Sen cells displayed the well-established cellular senescence feature of increased SA-β-gal staining positive cells (Figure 1B,C). SA-β-gal staining suggests that senescence progressed over time, with senescent cells dominating the culture by D8. PMD-Sen cells and DDR-Sen cells showed increased senescent cell marker proteins, including p53, p21, and p16, in addition to the decrease of lamin B1 (Figure 1D). Increase in p16 and decrease in lamin B1 were also observed in another senescent cell control, replicative senescence (RS) cells, that were induced by repeated cell division and reached at least population doubling level of 50. The increased levels of p53 and p21 suggest that the senescence process began on D2 in PMD-Sen cells and on D0 in DDR-Sen cells. Moreover, increased mRNA levels of SASP factors, *CCL2* and *MMP1*, were observed (Figure 1E). Collectively, these results confirm successful cellular senescence induction.

**Figure 1.**
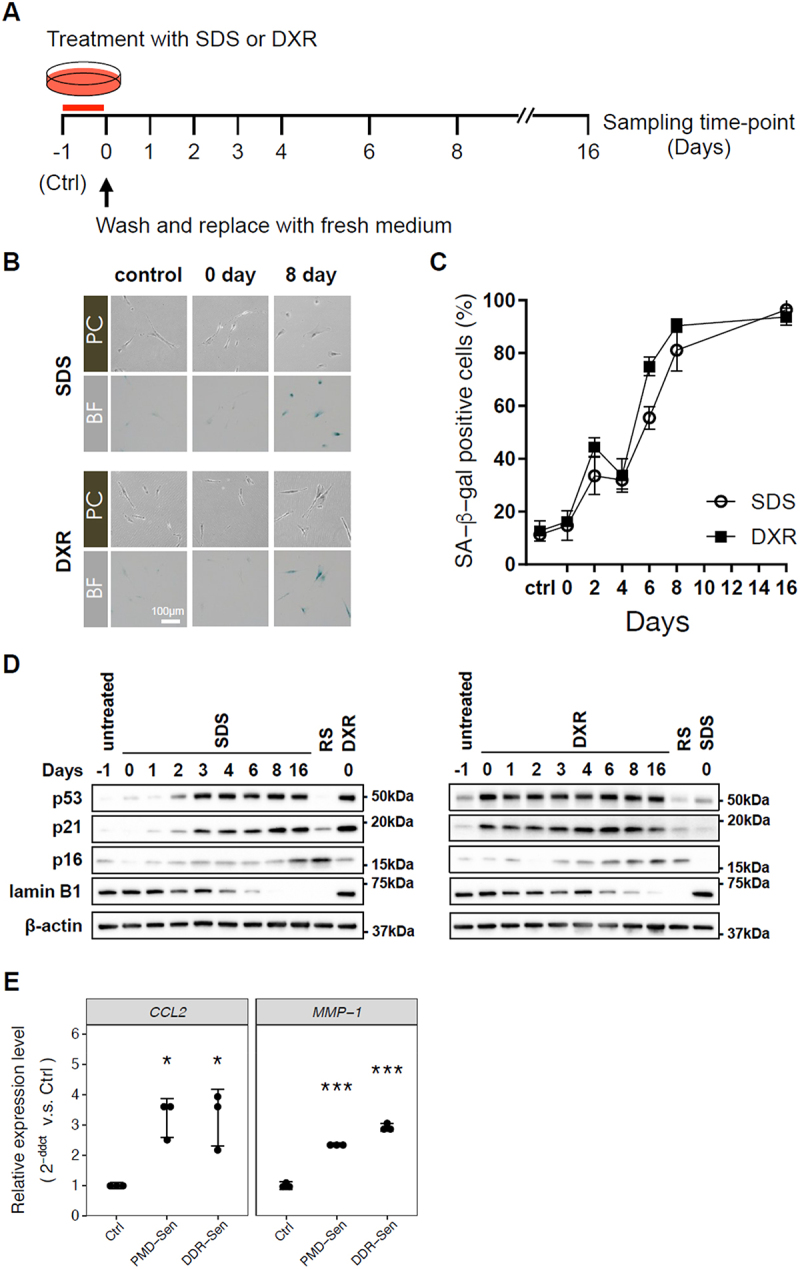
Characterization of plasma membrane damage-dependent senescence (PMD-Sen) and DNA damage-induced senescence (DDR-Sen) in WI-38 cells.

### Time-resolved miRNA profiling revealed dynamic changes of differentially expressed miRnas during senescence induction

To investigate the regulatory role of miRNAs in senescence, we conducted time-resolved miRNA sequencing (miRNA-seq) and mRNA sequencing (mRNA-seq) using PMD-Sen cells and DDR-Sen cells. The WI-38 cells were treated with either SDS or DXR for 24 hours, washed away, and incubated for additional 16 days, with samples collected on days 0, 1, 2, 3, 4, 6, 8, and 16 (Figure 1A). These samples were then subjected to miRNA-seq and mRNA-seq to elucidate the temporal dynamics of miRNA and mRNA expression during the senescence process. 

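Small RNA of WI-38 cells, a strain of normal human lung fibroblasts, was sequenced in 36 libraries from 18 conditions with 2 replicates each. The conditions were proliferating untreated cells (Ctrl), PMD-Sen and DDR-Sen cells at D0, D1, D2, D3, D4, D6, D8 and D16, and RS cells. PMD-Sen cells received 0.0095% SDS, a detergent that damages the plasma membrane, for 24 h, and DDR-Sen cells received 250 nM DXR, a DNA-damaging drug, for 24 h. The RS cells had a population doubling level of 54 to 56. The authors deposited 1 expected count per mature miRNA and library, without normalization. The counts of a library summed to between 81670 (PMD-Sen D0 replicate 2) and 1933442 (PMD-Sen D16 replicate 1), with a median of 376989.5. Totals rose along the PMD-Sen series, from 104436 and 81670 at D0 to 1933442 and 440285 at D16, while the 2 Ctrl libraries had 223548 and 327357. Of the 1508 listed miRNAs, 1393 had at least 1 count, and 360 passed edgeR's low-count filter and were tested. A miRNA with 0 counts in a library can still be present at up to 3 counts, so 3 counts was taken as the floor. Standard errors (SE) come from the fitted dispersion of all 18 conditions, and the floor covers counting error only.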

To identify potential miRNA–mRNA interaction during senescence, we performed an integrative analysis of time-resolved miRNA-seq and mRNA-seq (Figure 2A). Specifically, we focused on negatively correlated miRNA-mRNA pairs because miRNAs regulate gene expression primarily by negatively regulating gene expression. Potential miRNA-mRNA pairs were determined by intersecting the pairs exhibiting inverse expression profile correlations (Spearman’s correlation coefficients < 0.5) with those annotated by multiMiR [31], an R package for miRNA – mRNA interaction analysis that collects 14 different databases such as miRTarBase [32], DIANA-microT [33], miRDB [34], TargetScan [35] and others.

**Figure 2.**
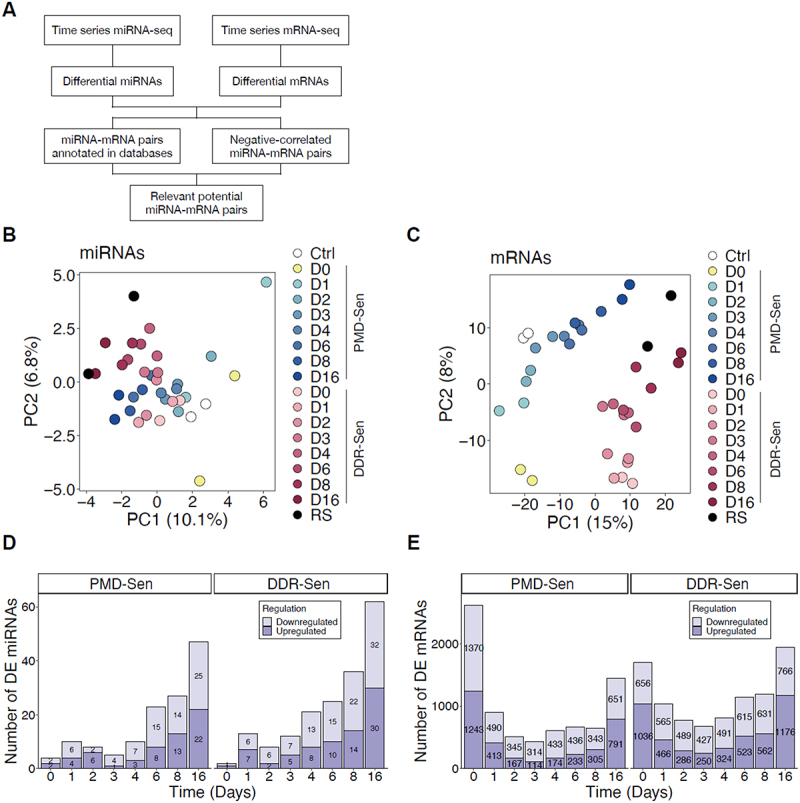
Temporal analysis of transcriptional profiles elucidated the dynamic changes in differentially expressed miRnas and mRNAs following senescence induction.

First, differential expression analysis of miRNAs and mRNAs between proliferating untreated cells and senescence-induced cells were conducted using DESeq2 [36]. 

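Counts were divided by DESeq2's size factors and transformed to log10 with a pseudocount of 1. PC1 held 10.1% of the variance of the 36 miRNA libraries and PC2 held 6.76%. The shares depended on which miRNAs entered: with the 360 tested miRNAs alone they were 19.7% and 11.5%. Replicates of a condition lay 6.43 (PMD-Sen D16) to 12.2 (PMD-Sen D0) apart in Euclidean distance over all miRNAs. The 2 RS libraries lay 9.22 apart.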

Principal Component Analysis (PCA) based on the log10-transformation of DESeq2-normalized counts in miRNA-seq and mRNA-seq demonstrated the variances of miRNA expression or mRNA expression across the process of senescence induction (Figure 2B,C). 

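PC1 rose with day in both series of 16 libraries. In PMD-Sen, Pearson's r was 0.801 (permutation p = 0.00033; 0.825 without the 2 D16 libraries) and Spearman's rho was 0.953 (permutation p = 1e-05, the smallest 100000 permutations can give). In DDR-Sen, r was 0.902 (p = 1e-05; 0.787 without the 2 D16 libraries) and rho was 0.828 (p = 0.00015). These relations belong to a family of 6, PC1 and the distances to the RS and Ctrl means in each series. After Benjamini-Hochberg adjustment over the 6, p for rho of PC1 was 3e-05 in PMD-Sen and 0.000285 in DDR-Sen. The distance to the Ctrl mean had rho of -0.479 with day in PMD-Sen (adjusted permutation p = 0.0629). In DDR-Sen it rose with day, with rho of 0.828 (adjusted permutation p = 0.000285). Mean PC1 went from -2.33 in Ctrl to 2.27 at PMD-Sen D16, 3.20 at DDR-Sen D16 and 2.59 in RS.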

The PCA revealed a progressive shift in gene expression over time (from control [Ctrl], day 0 [D0] to day 16 [D16]), supporting a progressive transcriptional shift during senescence. Furthermore, the variance between PMD-Sen and RS or between DDR-Sen and RS decreased along the time course. 

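The mean distance to the RS mean fell from 11.2 (SD 0.193) at PMD-Sen D0 to 7.16 (SD 0.109) at PMD-Sen D16, and from 8.79 (SD 0.422) at DDR-Sen D0 to 7.31 (SD 0.503) at DDR-Sen D16. Ctrl lay 9.83 from the RS mean. Across the 16 PMD-Sen libraries the distance fell with day (r = -0.772, permutation p = 0.00058, adjusted p = 0.00087 over the 6 relations; rho = -0.923, p = 1e-05, adjusted p = 3e-05), and r was -0.822 without D16. Across the 16 DDR-Sen libraries r was -0.768 (permutation p = 0.00049, adjusted p = 0.00087) and rho was -0.550 (p = 0.0299, adjusted p = 0.0359). Without the 2 DDR-Sen D16 libraries r was -0.560 and rho was -0.337. The distance also fell with the library total over all 36 libraries (r = -0.716; rho = -0.788, permutation p = 1e-05). After thinning every library to 81670 counts, rho with day was -0.852 in PMD-Sen and -0.864 in DDR-Sen.

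**Figure D1:**
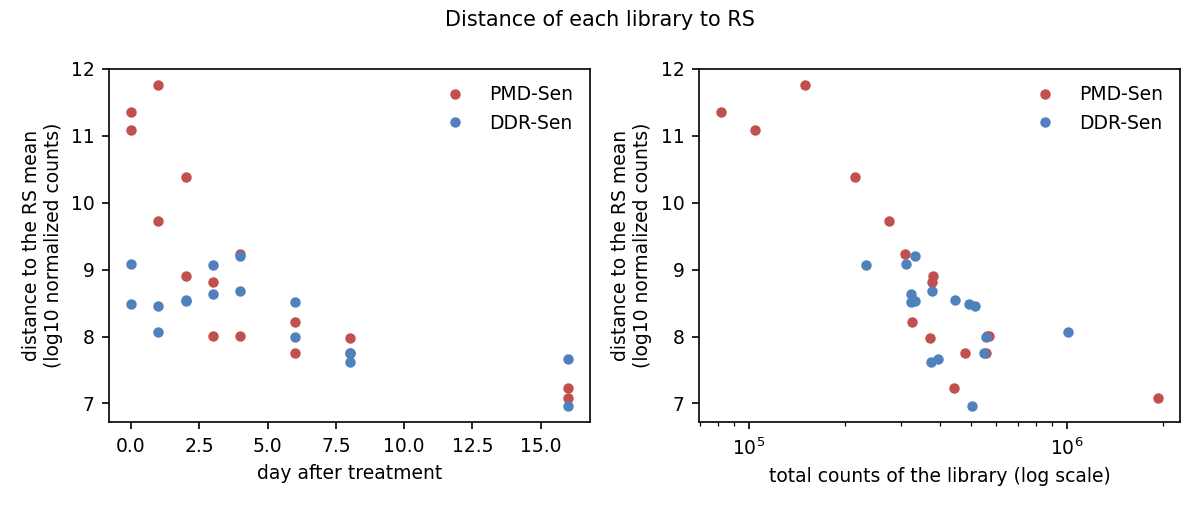
Euclidean distance of each PMD-Sen and DDR-Sen library to the RS mean, by day.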

Notably, both miRNAs and mRNAs of D0 sample in PMD-Sen showed different trends from any other time points, indicating a distinct cellular event at D0 (after 24 hours of SDS treatment, prior to washout) in PMD-Sen. 

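Whether the 2 PMD-Sen D0 libraries stand apart from the other 14 PMD-Sen libraries was tested with a pseudo-F over all 120 choices of 2 of the 16 libraries. D0 gave 2.03, rank 4 of 120 (exact p = 0.0333). With 120 choices, even the smallest possible p could not stay below 0.05 after adjustment over the 16 time points of both series unless at least 3 of them reached it, so p is given unadjusted. D1 of the same series gave 1.76 (exact p = 0.05), DDR-Sen D0 gave 1.23 (exact p = 0.0833), and DDR-Sen D16 gave 1.30 with the same rank as PMD-Sen D0 (exact p = 0.0333). The D0 libraries are the smallest of the series. At equal totals D0 gave 1.47 and rank 7 of 120 (exact p = 0.0583), below D1 with 1.49 and rank 5 (exact p = 0.0417), and DDR-Sen D16 had rank 1 (exact p = 0.00833).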

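With these thresholds, edgeR's quasi-likelihood test gave 8 upregulated and 11 downregulated miRNAs at PMD-Sen D0, 16 and 10 at D1, 11 and 12 at D2, 4 and 6 at D3, 10 and 13 at D4, 10 and 23 at D6, 18 and 30 at D8, and 24 and 37 at D16. In DDR-Sen the numbers were 8 and 6, 10 and 15, 6 and 19, 12 and 9, 15 and 18, 16 and 26, 16 and 30, and 30 and 47 at the same time points. RS had 32 upregulated and 48 downregulated miRNAs. Summed over the 8 time points, PMD-Sen had 243 DE miRNAs (115 distinct, 58 of them at a single time point) and DDR-Sen had 283 (121 distinct, 60 at a single time point). With Benjamini-Hochberg adjustment over the 360 miRNAs of edgeR's quasi-likelihood test, the sums were 83 and 134. In data simulated without any change, the unadjusted thresholds gave a mean of 8.15 DE miRNAs per comparison and sums of 65.2 in either series. DESeq2's adjusted p on all libraries lowered the 2 sums to 81 and 126, and testing every miRNA with at least 1 count raised them to 354 and 426.

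**Figure D2:**
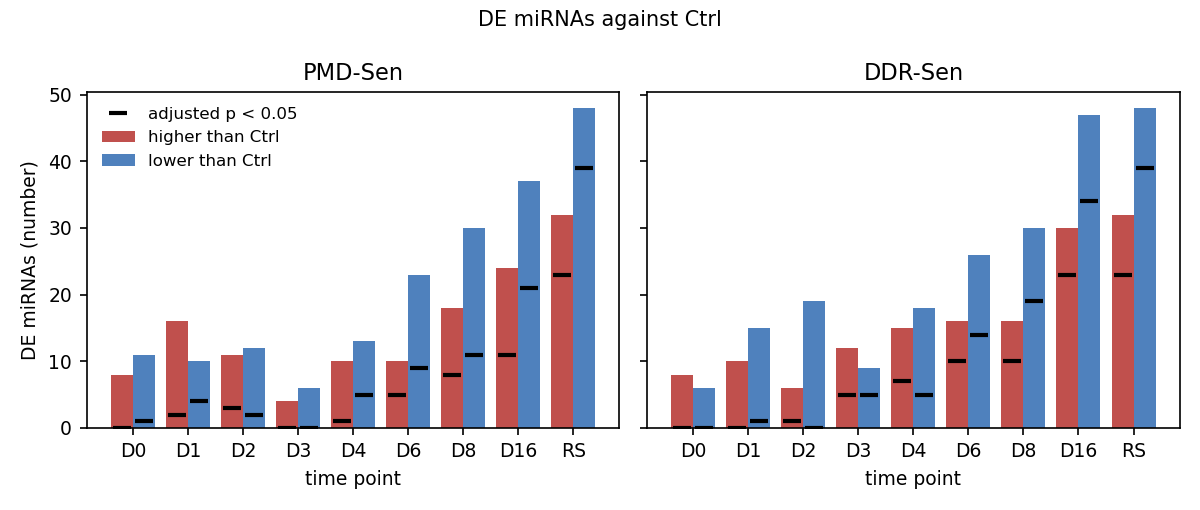
Upregulated and downregulated miRNAs against Ctrl at each time point, at unadjusted and at adjusted p.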

Based on the thresholds of *p*-value < 0.05 and absolute log2 Foldchange > 1, we detected 134 and 179 differentially expressed (DE) miRNAs in PMD-Sen and DDR-Sen, respectively, when compared to the untreated control (Ctrl) (Figure 2D). Analogously, a total of 7822 and 9263 DE mRNAs were identified in PMD-Sen and DDR-Sen, respectively (Figure 2E). 

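Compared directly at D16, 10 miRNAs were higher and 7 lower in PMD-Sen than in DDR-Sen. After Benjamini-Hochberg adjustment of edgeR's quasi-likelihood test, 2 remained, miR-155-5p and miR-4286. Against RS, PMD-Sen D16 had 24 miRNAs higher and 27 lower (16 and 8 after adjustment), and DDR-Sen D16 had 8 higher and 15 lower (3 and 5 after adjustment). The log2 fold changes of the 360 miRNAs at PMD-Sen D16 and at DDR-Sen D16, both against the same 2 Ctrl libraries, had r = 0.815. Sharing the controls alone gave a mean r of 0.598 and at most 0.763 in 100 simulated data sets without change.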

To further characterize the unique miRNA profile in different subtypes of senescence, we performed a comparative analysis of the compositions of DE miRNAs among PMD-Sen, DDR-Sen, and RS. The UpSet diagram illustrated the numbers of unique DE miRNAs in each senescence subtype, highlighting senescence subtype-specific DE miRNA expression patterns. For instance, in PMD-Sen, 22 upregulated miRNAs were observed at D16, of which 7 miRNAs were exclusively upregulated at D16 in PMD-Sen rather than at any other time points or in other subtypes (Figure 3A and Supplementary Table S1). 

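The 5 miRNAs upregulated at PMD-Sen D16 and at no other time point of either series were miR-101-3p, miR-424-5p, miR-450a-5p, miR-450b-5p and miR-542-3p. Their log2 fold changes against Ctrl were 1.08 (SE 0.49), 1.04 (SE 0.42), 1.17 (SE 0.55), 1.00 (SE 0.46) and 1.58 (SE 0.60), and their adjusted p values in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.117, 0.0778, 0.130, 0.119 and 0.0674. At DDR-Sen D16 the same miRNAs had 0.57, 0.65, 0.45, 0.89 and 0.74. In RS, miR-450a-5p (1.19) and miR-542-3p (1.58) were called upregulated too, so 3 of the 5 were called in PMD-Sen alone. When each library was left out in turn, the PMD-Sen D16 value of miR-101-3p ranged from -0.18 to 1.69. The genes of the last 4 lie within 6527 nt of the X chromosome.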

Among the downregulated miRNAs in PMD-Sen, 4 of a total 25 downregulated miRNAs at D16 were identified as unique signatures of PMD-Sen_D16 (Figure 3B and Supplementary Table S2). These observations suggest that miRNA profiles may be dependent on the subtypes of senescence. Furthermore, several senescence-associated miRNAs were identified, which verifies our analysis methods (Table 1). For instance, miR-664a-3p [37], miR-486-5p [38], the miR-30-5p family [39], and miR-335-5p [40], which have been previously reported as upregulated in senescence, were also found to be increased in our dataset. Conversely, miR-17-5p [41,42], miR-106b-5p [43], and miR-625-3p [44], which are known to be downregulated in senescence, were also consistently downregulated in our analysis.

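The downregulated miRNAs found at PMD-Sen D16 and at no other time point of either series were miR-122-5p, miR-146a-5p, miR-193b-5p, miR-3177-3p, miR-365b-5p and miR-4685-3p, 6 in total. Their log2 fold changes were -1.93 (SE 0.90), -1.35 (SE 0.57), -1.62 (SE 0.71), -1.86 (SE 0.70), -1.59 (SE 0.59) and -2.45 (SE 1.09). At DDR-Sen D16 they were -0.40, -0.38, -1.37, -0.37, -0.90 and -0.94. In RS, miR-146a-5p (-1.29) was called downregulated too, which leaves 5 called in PMD-Sen alone. Tested directly between the 2 groups at D16, 1 of the 11 miRNAs of both directions passed at unadjusted p (miR-3177-3p). With Benjamini-Hochberg adjustment over all miRNAs in edgeR's quasi-likelihood test there were 0, and the smallest adjusted p was 0.442.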

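From the miRNAs called in a single group, the paper proposes a dependence of miRNA profiles on the subtype of senescence. A direct comparison of the series used the 14 PMD-Sen and 14 DDR-Sen libraries of D1 to D16, with day in the model. The model took the 14 libraries of a series as independent. Within PMD-Sen, libraries with the same replicate number tended to deviate together (median correlation 0.147), so its p values may be too small. Of 284 miRNAs tested with edgeR's quasi-likelihood test, 73 differed at Benjamini-Hochberg adjusted p, 29 higher in PMD-Sen and 44 higher in DDR-Sen. In this test the difference was above 2-fold for miR-486-5p alone, with a log2 difference of -1.09 (SE 0.13, adjusted p = 1.56e-06). In order of p, miR-30c-5p followed with -0.82 (SE 0.10) and miR-146b-5p with -0.96 (SE 0.13). The count depended on the replicates: without replicate 1 of every condition it was 16, and without replicate 2 it was 32. DESeq2's unadjusted p moved it to 136, where edgeR's unadjusted p gave 100. DESeq2's adjusted p, chosen after seeing the data, gave 91. The direction depended on the scaling. With DESeq2's size factors in edgeR, 39 were higher in PMD-Sen and 38 in DDR-Sen. With total counts, 87 were higher in PMD-Sen and 21 in DDR-Sen, and 0 differed by more than 2-fold.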

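miR-664a-3p was upregulated at all 8 PMD-Sen time points, at 7 DDR-Sen time points (not D2) and in RS, with log2 fold changes of 1.70 to 2.51 in PMD-Sen and 1.16 to 3.42 in DDR-Sen. Its PMD-Sen D0 value rests on 23 and 1 counts (211 and 11.1 CPM), and its gene overlaps that of the small nucleolar RNA SNORA36B. miR-486-5p was upregulated from D1 to D16 of DDR-Sen (7 time points) and in RS, and at 0 PMD-Sen time points, where its log2 fold change ranged from -0.06 to 0.86. Of the 5 miR-30-5p family members, miR-30c-5p was upregulated from D3 to D16 of DDR-Sen (highest 1.20) and miR-30a-5p at DDR-Sen D16 (1.01). miR-30d-5p was lower than in Ctrl at all 8 DDR-Sen time points (-0.26 to -0.02), with a call at 0 of them. miR-335-5p was upregulated at DDR-Sen D16 (1.08) and in RS (1.18). When each library was left out in turn, these 2 values ranged from 0.79 to 1.37 and from 0.08 to 1.74, and that of miR-30a-5p from 0.98 to 1.07.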

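miR-17-5p was lower than in Ctrl at all 16 time points and was called downregulated at D4, D8 and D16 of PMD-Sen, at D2, D4, D6, D8 and D16 of DDR-Sen, and in RS. Its lowest log2 fold changes were -1.53 in PMD-Sen and -2.35 in DDR-Sen. miR-106b-5p was called downregulated at D1, D4 and D8 of PMD-Sen, at D8 of DDR-Sen (-1.32) and in RS. miR-625-3p was called downregulated at D0 of PMD-Sen (-1.04, from 6 and 9 counts against 33 and 60 in Ctrl), at D2, D3, D6, D8 and D16 of DDR-Sen (lowest -2.01) and in RS. The miR-17-92, miR-106a-363 and miR-106b-25 clusters had 13 tested miRNAs, none of them made by miR-106a-363 alone. As a set, these 13 miRNAs had median log2 fold changes of -0.93 at PMD-Sen D16, -1.86 at DDR-Sen D16 and -1.97 in RS, with all 13 lower in each. The camera test with a preset correlation of 0.01, adjusted over 9 set tests, gave p = 6.36e-07, 1.23e-09 and 6.10e-12. These 3 calls hold under fry and with the correlation estimated from the data. The 3 comparisons share their 2 Ctrl libraries. D16 was therefore also compared with D0 and D1 of the same series, a comparison added after seeing the data. The median of the set was -0.64 in PMD-Sen (10 of 13 lower) and -1.54 in DDR-Sen (13 of 13 lower).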

**Figure 3.**
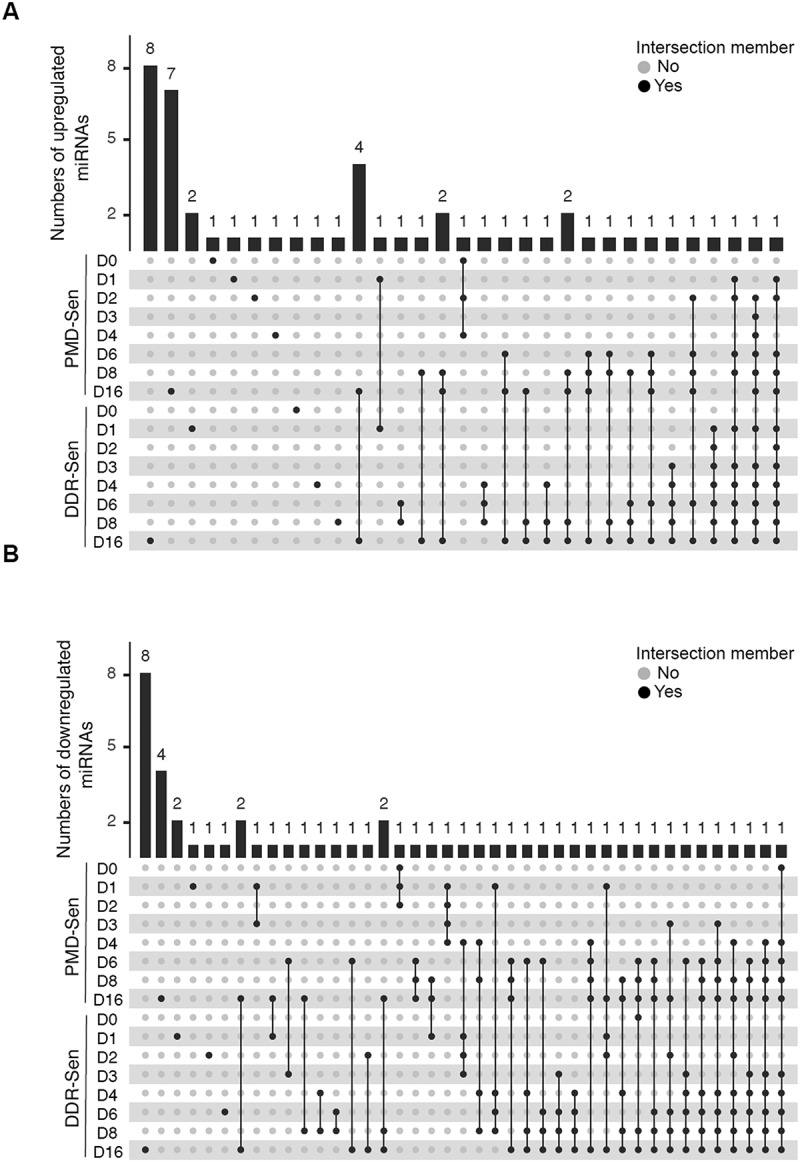
Comparative analysis revealed shared or distinct differentially expressed miRnas in the process of PMD-Sen and DDR-Sen.

**Table 1.** Known senescence-associated miRnas identified in the present study.(chiu et al).

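All 11 miRNAs of the list were tested. The paper lists miRNAs that it found changed in these same libraries, so the counts that follow are no independent test of the list. At PMD-Sen D16, 11 moved in the listed direction and 2 passed both thresholds. Of the 11, miR-30d-5p (0.00142) and miR-106b-5p (-0.08) were near 0 and took either sign when each library was left out in turn (-0.16 to 0.15 and -0.43 to 0.17). At DDR-Sen D16, 10 moved in the listed direction and 7 passed, and in RS 10 and 6. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all 360 miRNAs, 3, 7 and 7 had an adjusted p below 0.05, and adjusted over the list alone the counts were 6, 7 and 7. The 5 members of the miR-30-5p family had a median log2 fold change of 0.84 at PMD-Sen D16 (camera, adjusted p = 0.0495), 0.41 at DDR-Sen D16 (0.122) and 0.31 in RS (0.423). The first of these did not hold with an estimated correlation (0.198).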

miRNA	Expression Change	Finding in Senescence/Ageing
miR-664a-3p	Commonly upregulated in PMD-Sen_D02, D03, D04, D06, D08, and D16; DDR-Sen_D01, D03, D04, D06, D08, and D16	Upregulated in replicative senescence [35]
miR-486-5p	Commonly upregulated in DDR-Sen_D01, D02, D03, D04, D06, D08, and D16	Upregulated in replicative senescence and etoposide-induced senescence [36]
miR-30-5p family	Commonly upregulated in DDR-Sen_D03, D04, D06, D08, and D16	Upregulated in ionizing radiation-induced senescence [37]
miR-335-5p	Upregulated in DDR-Sen_D16	Upregulated during ageing and prolonged ex vivo expansion [38]
miR-17-5p	Commonly downregulated in PMD-Sen_D04, D08, and D16; DDR-Sen_D02, D04, D06, D08, and D16	Downregulated in hydrogen peroxide-induced senescence and ageing [39,40]
miR-106b-5p	Commonly downregulated in PMD-Sen_D04 and D08; DDR-Sen_D04 and D08	Downregulated during ageing [41]
miR-625-3p	Commonly downregulated in DDR-Sen_D03, D06, D08, and D16	Downregulated in hydrogen peroxide-induced senescence [42]

### Soft clustering and functional enrichment analyses suggested core and senescence subtype-specific biological processes

To investigate the dynamic changes of DE mRNAs, we implemented soft-clustering analysis of expression profiles (DESeq2-normalized counts) using R package Mfuzz [45]. All DE mRNAs were separated into optimal clusters based on similar temporal expression patterns, which may be involved in common functions during senescence induction. This approach enabled the identification of eight distinct expression pattern clusters in both PMD-Sen and DDR-Sen, each comprising from 264 to 657 DE mRNAs (Figure 4A,B).

**Figure 4.**
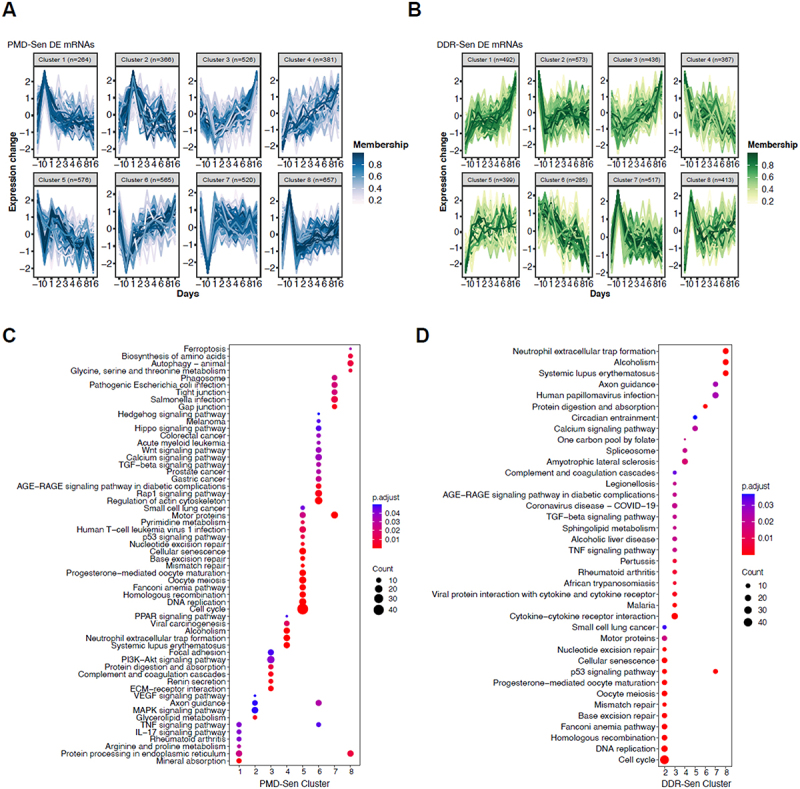
Pathway analysis of the clustered differentially expressed mRNAs during PMD-Sen and DDR-Sen.

To gain insight into the biological functions of the genes with distinct patterns during senescence progress, we performed Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis [46] of DE mRNAs in each cluster utilizing an R package clusterProfiler [47]. We identified key KEGG pathways with a Benjamini-Hochberg adjusted p-value < 0.05, revealing potential biological relevance for each DE mRNA cluster in PMD-Sen and DDR-Sen (Figure 4C,D). In PMD-Sen, Cluster 1 exhibited a highest level at D0, followed by a gradual decline towards D16, and was associated with endoplasmic reticulum protein processing. Cluster 2 peaked at D1 and then decreased, with enrichment in glycerolipid metabolism. Cluster 3 was initially downregulated at D0 and D1 but gradually increased over time, and was associated with ECM–receptor interaction, protein digestion, and the PI3K-Akt signalling pathway. Cluster 4 displayed a rapid upregulation at D0, with a subsequent increase, and was associated with immune system functions and disease-related pathways. Cluster 5 exhibited a sharp downregulation at D0 and the lowest expression at D16, with enrichment in cell cycle regulation, DNA replication, and homologous recombination. Cluster 6 exhibited the lowest expression at D0, followed by a gradual increase, and was enriched in actin cytoskeleton regulation and Rap1 signalling. Cluster 7 showed a downregulation peak at D0, increased at D1, and then slowly declined, primarily associating it with gap and tight junction processes. Finally, Cluster 8 demonstrated an upregulation peak at D0, a decrease at D1, and a modest increase afterwards, which is related to amino acid metabolism and ER protein processing.

In DDR-Sen, Cluster 1 exhibited a gradual increase in expression, reaching its peak at D1, although no significant KEGG pathway enrichment was observed. Cluster 2 experienced a rapid downregulation at D0 and remained at low levels, with strong enrichment in cell cycle regulation, DNA replication, and homologous recombination. Cluster 3 showed a decrease at D0 and D1, followed by an increase over time, similar to PMD-Sen Cluster 3, and was associated with cytokine – cytokine receptor interaction. Cluster 4 demonstrated a continuous decline and was linked to transcriptional regulation, metabolism, and disease-related pathways. Cluster 5 was upregulated at D0 and maintained a high expression, with enrichment in calcium signalling. Cluster 6 declined from D1 and was involved in protein digestion and metabolic pathways. Cluster 7 peaked at D0 and gradually decreased, resembling PMD-Sen Cluster 1, and was significantly enriched in the p53 signalling pathway. Finally, Cluster 8 peaked at D0 and maintained high expression levels, with enrichment in immune response and disease-related pathways.

The soft clustering analysis identified distinct temporal expression patterns, while the KEGG pathway enrichment analysis further suggested that genes within the same cluster may participate in related biological processes during the progression of senescence. Additionally, the KEGG pathway enrichment analysis suggests that different senescent cell subtypes utilize distinct regulatory pathways. Despite these variations, the core pathways of senescence, including the p53 signalling pathway, cellular senescence, and DNA repair mechanisms, were consistent across senescent cell subtypes. Collectively, these findings underscore the distinct yet interconnected molecular pathways involved in PMD-Sen and DDR-Sen.

### miRnas mediate the temporal changes of mRNAs in PMD-Sen and DDR-Sen

We then sought to quantitively assess the impact of miRNAs on the temporal changes of mRNAs by conducting hypergeometric tests adopting R package hypeR [48]. The results revealed that the targets of DE miRNAs were significantly represented in the clusters of PMD-Sen and DDR-Sen (Figure 5A, Supplementary Fig. S1 and S2). For example, in PMD-Sen, the genes in Cluster 3, 4, 5 and 6 were targeted by a minimum of 14 miRNAs. In PMD-Sen_Cluster 7, there was an enrichment of targets specifically from miR-940. In the case of DDR-Sen, Clusters 1, 3, 4, and 5 individually showed enrichment for targets of at least 25 miRNAs. Furthermore, miR-3176 and miR-296-3p had their targets specifically enriched in DDR-Sen_Cluster 7 and DDR-Sen_Cluster 8, respectively. Collectively, a substantial proportion of the DE mRNAs within the PMD-Sen and DDR-Sen clusters, ranging from 7% to 48%, were targeted by DE miRNAs (Figure 5B). This observation suggests that miRNAs may have important roles in the temporal changes of genes during PMD-Sen and DDR-Sen processes.

**Figure 5.**
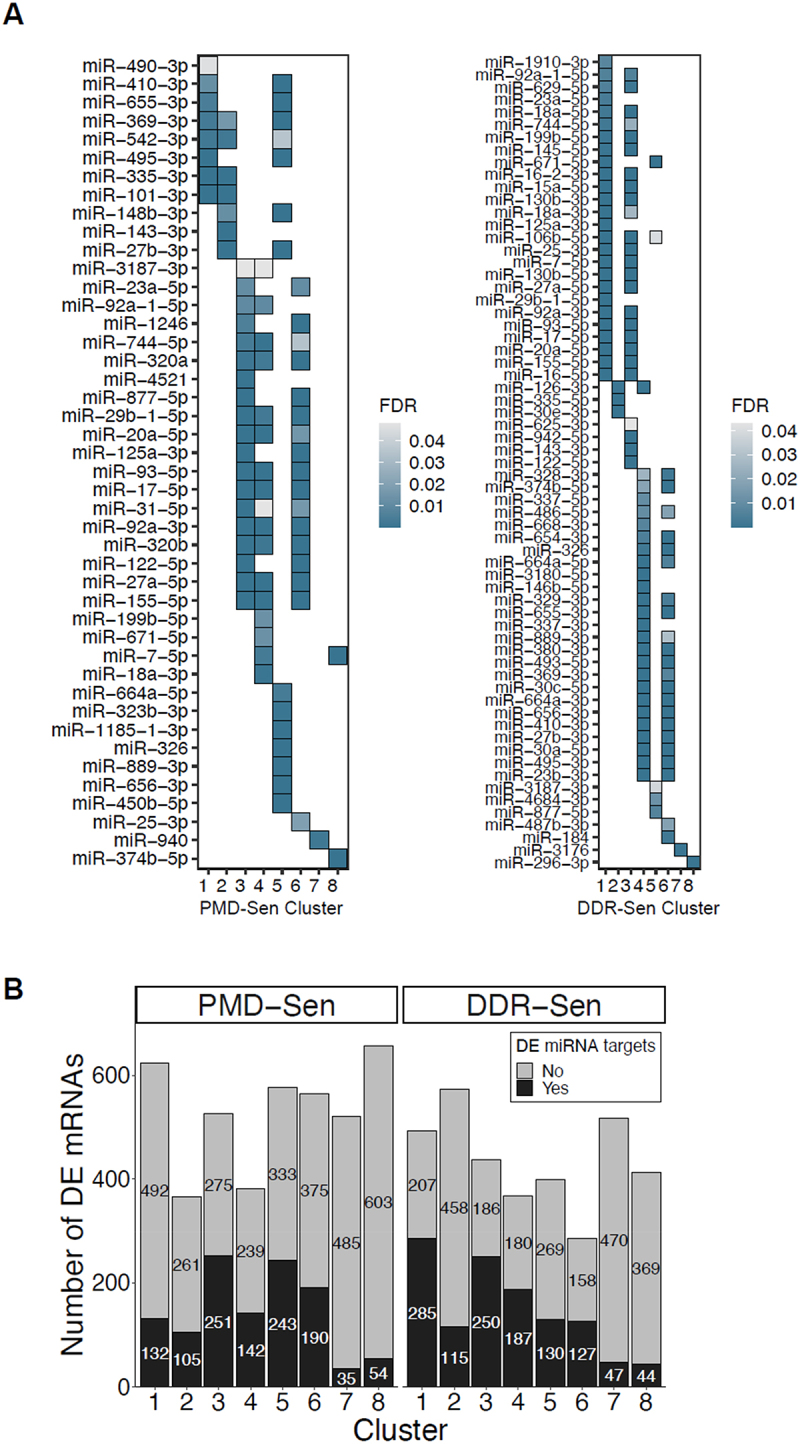
Differentially expressed miRNA target genes are highly enriched among clusters in PMD-Sen and DDR-Sen.

### miR-155-5p may serve as a universal regulator in PMD-Sen and DDR-Sen via potentially mediating its target mRNAs

To identify the potential regulatory miRNAs that are common in PMD-Sen and DDR-Sen, we compared the miRNA-mRNA interactions identified in PMD-Sen and DDR-Sen. The DE miRNAs and mRNAs were utilized to construct potential miRNA-mRNA pairs by intersecting the negatively correlated pairs and the multiMiR-annotated pairs, as described above. The analysis revealed 27,281 and 38,204 negatively correlated miRNA-mRNA pairs in PMD-Sen and DDR-Sen, respectively (Figure 6A). Among the negatively correlated miRNA-mRNA pairs, 2495 pairs comprising 65 DE miRNAs in PMD-Sen were annotated in multiMiR. In the case of DDR-Sen, 3,473 pairs involving 81 DE miRNAs were identified. These findings suggest that a relatively small number of DE miRNAs potentially associate with a substantial number of DE mRNAs in PMD-Sen and DDR-Sen.

**Figure 6.**
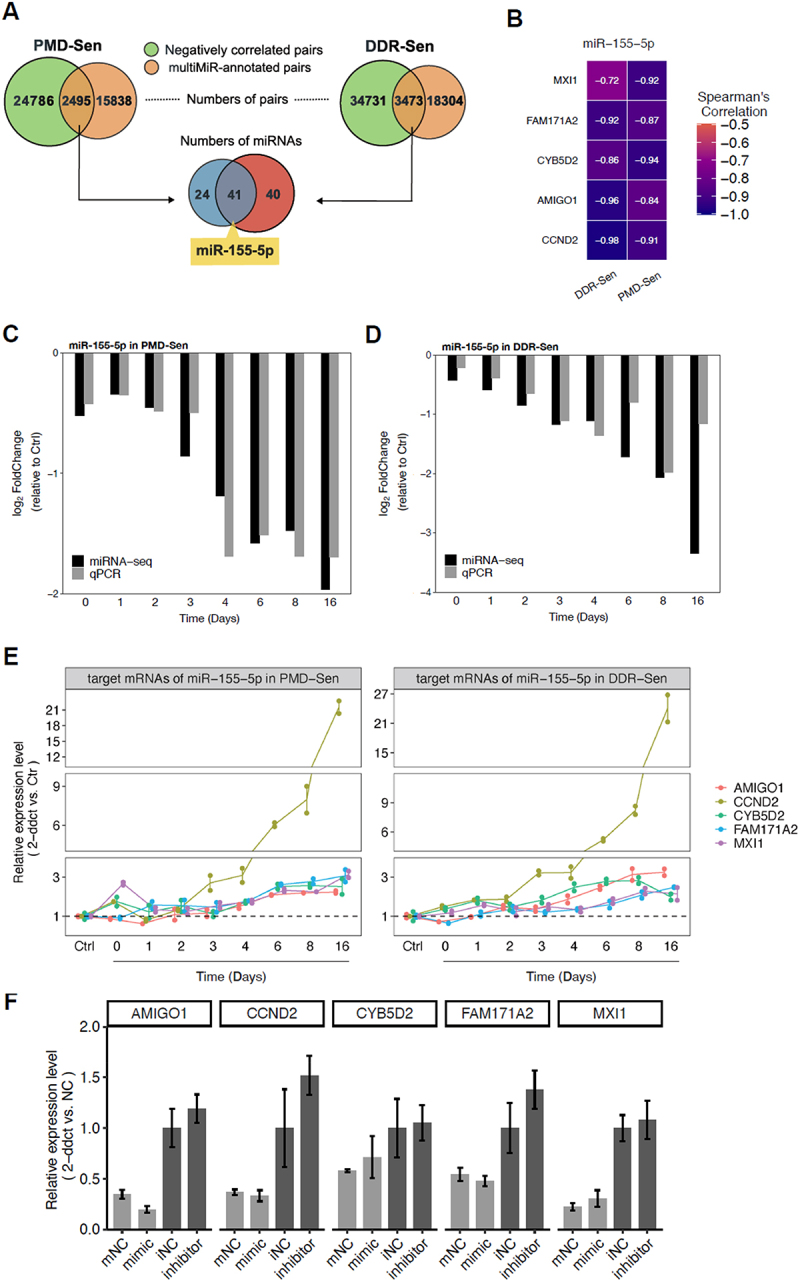
miR-155-5p was identified as a putative regulatory miRNA in both PMD-Sen and DDR-Sen.

Further comparative analysis identified 41 DE miRNAs common to PMD-Sen and DDR-Sen, suggesting their potential universal role in the senescence process across different subtypes (Figure 6A). 

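miR-155-5p had a mean of 9355 CPM (SD 761) in Ctrl, 2327 (SD 136) at PMD-Sen D16, 881 (SD 94.4) at DDR-Sen D16 and 1110 in RS, where the 2 replicates had 1587 and 633. Its log2 fold changes against Ctrl were -2.01 (SE 0.26) at PMD-Sen D16, -3.41 (SE 0.28) at DDR-Sen D16 and -3.08 (SE 0.27) in RS. Their adjusted p values were 5.08e-06, 1.22e-10 and 4.94e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 360 miRNAs. The hairpin of 65 nt lies on chromosome 21 at positions 25573980 to 25574044 of the plus strand, in an exon of MIR155HG.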

Of particular interest was miR-155-5p, which had a significant differential expression and formed the greatest number of miRNA-mRNA pairs with strong negative correlations (Spearman’s correlation coefficients < 0.7). Next, a subsequent selection process was conducted to explore the relevant functional miRNA-mRNA pairs implicated in senescence. This process involved the selection of miRNA-mRNA pairs that were either experimentally confirmed or predicted by at least two independent databases [31]. Consequently, the identified targets exhibiting a strong negative correlation with miR-155-5p include *AMIGO1*, *CCND2*, *CYB5D2*, *FAM171A2*, and *MXI1* (Figure 6B).

The expression level of miR-155-5p was further validated by real-time qPCR, showing a similar pattern and strong correlation with the expression level detected by miRNA seq (Figure 6C,D). Moreover, the decrease of miR-155-5p was observed in another human normal fibroblast strain BJ cells of DDR-Sen (Supplementary Fig. S4A-C). These results suggested a reliable inference of miRNA expression signatures through miRNA-seq and bioinformatics analysis, enabling further investigation of the regulatory functions of miR-155-5p involved in PMD-Sen and DDR-Sen. 

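In the miRNA libraries, the log2 fold change of miR-155-5p against Ctrl was -0.53, -0.33, -0.46, -0.87, -1.21 and -1.56 at PMD-Sen D0, D1, D2, D3, D4 and D8. In DDR-Sen it was -0.44, -0.64, -0.85, -1.11, -1.05 and -2.09 at the same time points. It passed both thresholds from D4 on in PMD-Sen and from D3 on in DDR-Sen. Across the 16 libraries of each series, log2 CPM fell with day in PMD-Sen (r = -0.879, rho = -0.923) and in DDR-Sen (r = -0.985, rho = -0.965). Permutation p was 1e-05 for each, as it was after Benjamini-Hochberg adjustment over the 2 series. Without the 2 D16 libraries r was -0.897 and -0.957. Correlation with the qPCR values was not analysed here.

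**Figure D3:**
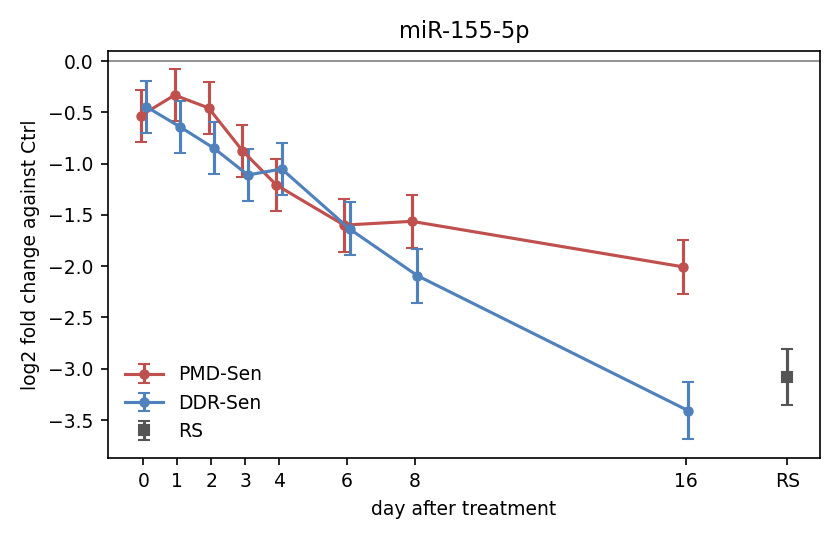
miR-155-5p by day for PMD-Sen and DDR-Sen, and in RS.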

Next, the expression levels of target mRNAs were also validated using real-time qPCR. The results showed an upregulation of these target mRNAs over time (Figure 6E), aligning with the bioinformatics analysis of mRNA sequencing and demonstrating an inverse relationship with the downregulated miR-155-5p, as expected.

To further investigate the influence of miR-155-5p on its target mRNAs, transient transfection was performed with miRNA mimics (small RNA duplexes imitating mature miRNA) and inhibitors (antisense RNA oligos that bind to and inhibit miRNA) to induce miRNA overexpression and inhibition, respectively. The experimental results revealed that the expression of miR-155-5p target mRNAs (*AMIGO1*, *CCND2*, *CYB5D2*, *FAM171A2*, and *MXI1*) exhibited downregulation in response to the miR-155-5p mimic and upregulation when exposed to the miR-155-5p inhibitor; however, these changes did not reach statistical significance (Figure 6F). These results suggest a potential regulation of these mRNAs by miR-155-5p, which needs further validation.

## DISCUSSION

miRNAs play essential roles in diverse biological processes, including development, differentiation, proliferation, and apoptosis [26,38]. Furthermore, several miRNAs have been reported as senescence-associated miRNAs [49]. In this study, we performed time-resolved miRNA profiling in PMD-Sen, a recently discovered senescent cell subtype, utilizing human fibroblast WI-38 cells. To establish the interactome of miRNAs and their target mRNAs in PMD-Sen, an integrative analysis was performed based on miRNA and mRNA expression profiles and miRNA-mRNA databases (Figure 2B). This approach aimed to shed light on the potential regulatory mechanisms by which miRNAs modulate the expression of mRNAs implicated in PMD-Sen. Although a limited number of cases demonstrating positive correlation patterns between expression levels of miRNAs and mRNA targets have been reported [50], miRNA target prediction is frequently supported by utilizing the inverse correlation between miRNAs and their target mRNAs [18,51]. In our analysis, we used miRNA-mRNA pairs exhibiting negative correlation as the principal components in the construction of regulatory networks.

In the PCA analysis of the time-series miRNA profiles, we observed that the miRNA expression profile at D0 (after 24 hours of senescence induction treatment, prior to washout) had the least similarity to other time points, and the miRNA signatures subsequently progressed towards replicative senescence. This pattern suggests that the differentially expressed miRNAs at D0 might be implicated in the initial response to plasma membrane injury, rather than in the induction of PMD-Sen. Furthermore, the miRNAs expressed from D1 (1-day post-washout) through D16 (16 days post-washout) potentially function as regulators of the induction and maintenance of PMD-Sen. Additionally, an increase in the number of differentially expressed miRNAs was observed over time following plasma membrane damage, suggesting a temporal correlation between these dysregulated miRNAs and the progression of PMD-Sen. 

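The number of DE miRNAs rose from 19 at PMD-Sen D0 to 61 at D16, with 10 at D3, and from 14 at DDR-Sen D0 to 77 at D16. At adjusted p it rose from 1 to 32 in PMD-Sen and from 0 (14 at unadjusted p) to 57 in DDR-Sen. Because depth rose along the PMD-Sen series, the counts were also taken at equal depth. With every library thinned to 81670 counts, PMD-Sen had 10 DE miRNAs at D0 and 33 at D16, and DDR-Sen had 6 and 45.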

Comparative analyses between PMD-Sen, DNA damage response-dependent senescence (DDR-Sen), and replicative senescence (RS) revealed both shared and unique miRNAs, supporting the idea that senescence subtype – specific stressors induce distinct regulatory mechanism (Supplementary Figure S3; Supplementary Table S6 and S7). For example, while DDR-Sen and RS rely on DNA damage response signalling, PMD-Sen does not exhibit detectable DNA damage at early stages [12,52]. This distinction is reflected in the differential miRNA signatures. miR-1260b was uniquely upregulated at D0 in PMD-Sen, but not at later stages or in DDR-Sen or RS, suggesting its potential role in the acute response to membrane damage. In contrast, miRNAs such as miR-27b-3p, miR-146b-5p, and miR-126-3p were upregulated at PMD-Sen-D16, DDR-sen-D16 and replicative senescence, suggesting their involvement in general mechanisms of senescence. 

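At D16, 37 miRNAs were called in both PMD-Sen and DDR-Sen, 0 of them in opposite directions. Of these, 24 were also called in RS, 10 up and 14 down. At any time point, 77 miRNAs were called in both series. The comparisons share their 2 Ctrl libraries, and simulated data without change gave means of 1.91 shared at D16 (at most 6), 0.79 shared with RS as well (at most 3) and 19.5 at any time point (at most 27).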

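miR-1260b had a mean of 290 CPM (SD 31.7) at PMD-Sen D0 against 82.2 (SD 13.0) in Ctrl, from 34 and 24 counts against 17 and 32. Its log2 fold change was 1.81 (SE 0.47, adjusted p = 0.0585 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was -1.45 at DDR-Sen D0, a downregulated call, -0.20 at PMD-Sen D16, -0.74 at DDR-Sen D16 and -0.13 in RS. It was called up at 1 of the 16 time points.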

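miR-27b-3p had log2 fold changes of 1.17 at PMD-Sen D16, 1.06 at DDR-Sen D16 and 1.43 in RS, with adjusted p values of 0.00557, 0.00561 and 0.000256 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. When each library was left out in turn, these ranged from 0.99 to 1.33, 0.94 to 1.22 and 0.74 to 1.83. miR-126-3p had 1.56, 1.64 and 1.85, and its lowest value with a library left out was 1.30. miR-146b-5p had 1.04, 1.16 and 0.94, with adjusted p values of 0.0166, 0.00481 and 0.0196 in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and its RS value lies below the threshold of 1. Its 2 PMD-Sen D16 libraries had 2297 and 1084 CPM, and the value ranged from 0.39 to 1.47 when each library was left out in turn. With DESeq2's size factors in the edgeR model, its PMD-Sen D16 value was 0.94, below the threshold as well. Its PMD-Sen D16 call was also lost with total counts, the replicate number as a block and a mean of at least 10 counts. The same held for DESeq2's unadjusted p on all libraries and for edgeR on only the 4 libraries compared.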

In a related study, Wang et al. [53] identified eight miRNAs that were differentially expressed across senescent cell subtypes: replicative, ionizing radiation-induced, and busulfan-induced senescence. Furthermore, they observed at least 20 miRNAs that were uniquely differentially expressed in each senescent cell subtype. Consistent with their findings, our comparative analysis suggests that distinct miRNA dysregulation patterns may vary depending on the trigger of cellular senescence, while certain miRNAs potentially function as universal regulators of multiple senescent cell subtypes.

Soft clustering of temporal mRNA expression profiles unveiled the dynamic nature of gene expression patterns in PMD-Sen and DDR-Sen. Notably, a substantial proportion of these genes were identified as putative targets of the differentially expressed miRNAs, indicating a potential involvement of miRNA-mediated regulation in the mechanisms underlying senescence. Through the construction of miRNA-mRNA networks and subsequent functional annotation, we identified the miRNAs that potentially play crucial roles in the response to plasma membrane damage and the mechanism underlying PMD-Sen. For instance, the initial transient upregulation of genes at D0 in PMD-Sen_Cluster 1, governed by miRNAs such as miR-495-3p, which was previously linked to protein folding [54], suggests an adaptive mechanism involving endoplasmic reticulum protein processing immediately after plasma membrane damage. Notably, *DDIT3*, *HERPUD1*, and *HSPA6* were among the most strongly upregulated genes (log₂FC > 3, adjusted *p* < 0.05). The rapid, transient upregulation of genes, such as *IL1B*, *AREG*, and *CSF1R*, at D1 in PMD-Sen_Cluster 2, primarily targeted by miRNAs like miR-101-3p, miR-143-3p, and miR-148-3p, highlights their potential role in PMD-Sen through modulation of the MAPK signalling pathway, a well-established regulator of cellular senescence [55–57]. PMD-Sen_Cluster 3 was initially downregulated and gradually increased, and was association with the PI3K-Akt signalling pathway. Previous study by Astle et al. [58] demonstrated that activated PI3K-Akt induced senescence independently of DNA damage, consistent with our previous observation of the absence of detectable DNA damage during early PMD-Sen [12]. PMD-Sen_Cluster 4 exhibited a rapid (D0) and sustained upregulation, associated with PPAR signalling pathways, which plays a crucial role in regulating lipid metabolism and promoting cell survival [59]. PMD-Sen_Cluster 5 was enriched in cell cycle and DNA replication, indicating roles in senescence establishment and/or maintenance. It is noteworthy that the genes in DDR-Sen_Cluster 2 also showed significant enrichment in cell cycle and DNA replication pathways, and predominantly comprised genes that were putative targets of 3 miRNAs (miR-126-3p, miR-30e-3p, and miR-35-5p), which are different from PMD-Sen. These observations suggest the presence of distinct miRNAs functioning in cell cycle and DNA replication processes across PMD-Sen and DDR-Sen pathways. PMD-Sen_Cluster 6 revealed the lowest levels at D0, followed by a gradual upregulation from D1 to D16, and was enriched in actin cytoskeleton and Rap1 signalling, suggesting involvement in cell adhesion and motility [60,61]. PMD-Sen_Cluster 7 demonstrated a significant reduction in gene expression at D0, which was followed by an increase at D1 and a gradual decline thereafter. This cluster was primarily linked to gap and tight junction pathways. In contrast, Cluster 8 reached its highest expression at D0, decreased at D1, and subsequently returned to levels akin to those of untreated cells (D-1). The genes in this cluster were identified as predicted targets of miR-374b-5p and miR-7-5p. KEGG analysis revealed an enrichment in pathways related to amino acid biosynthesis and metabolism, which are crucial for protein synthesis [62]. These observations suggest that miR-374b-5p and miR-7-5p may contribute to the regulation of early protein synthesis in response to plasma membrane damage.

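Subtracting the DDR-Sen from the PMD-Sen log2 fold change of miR-155-5p gave 1.40 at D16 (SE 0.26, adjusted p = 0.00278 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.53 at D8 (adjusted p = 0.386). Against RS, PMD-Sen D16 was higher by 1.08 (adjusted p = 0.00702) and DDR-Sen D16 differed by -0.33 (adjusted p = 0.538).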

Of particular interest, miR-155-5p emerged as a potential common regulator impacting multiple clusters across both PMD-Sen (Clusters 3, 4, 6) and DDR-Sen (Clusters 1, 3), and its expression was downregulated in all senescence models including RS. Its predicted targets – such as *CCND2*, *MXI1*, and *CYB5D2*—were upregulated in all three subtypes and are known to participate in cell cycle arrest, stress responses, and senescence-associated signalling, suggesting the involvement of miR-155-5p in senescence regulation. The upregulation of early senescence markers, p53 and p21 occurs prior to the decrease in miR-155-5p (Figures 1B-D and 6C,D). These results support the interpretation that the decrease in miR-155-5p most likely contributes to the maintenance, but not the induction, of senescence. In BJ cells (another normal human fibroblast), we found that the increase in SA-β-gal staining positive cells was slower in PMD-Sen cells than in DDR-Sen cells, and miR-155-5p decreased on D8 in DDR-Sen cells but not in PMD-Sen cells (Supplementary Fig S4A-C). These results are consistent with the idea that the downregulation of miR-155-5p occurs during late senescence.

In addition to the miRNAs predicted to regulate temporally clustered mRNAs, identified through soft clustering, we conducted a separate analysis of KEGG pathway enrichment using subtype-specific miRNA – mRNA pairs, regardless of whether the mRNA targets were included in the clustering (Supplementary Table S4 and S5). This analysis aimed to elucidate broader subtype-specific regulatory programs. PMD-Sen-specific miRNA – mRNA pairs exhibited enrichment in pathways such as FoxO signalling, PI3K-Akt signalling, and TNF signalling, which are implicated in cell survival, oxidative stress responses, and inflammation – characteristics of non-genotoxic stress adaptation. In contrast, DDR-Sen-specific pairs were enriched in the p53 signalling pathway, Fanconi anaemia pathway, and cellular senescence, aligning with canonical DNA damage responses and checkpoint activation. Moreover, shared miRNA – mRNA pairs between PMD-Sen and DDR-Sen were enriched for the AGE-RAGE signalling pathway, which integrates inflammation, oxidative stress, and cell survival. miR-155-5p emerged as a central node in this network, but other shared miRNAs (e.g. miR-126-3p, miR-369-3p, miR-495-3p) also targeted genes within the pathway, highlighting a cooperative regulatory network within the pathway associated with cell fate determination. Collectively, these findings complement the soft clustering-based analysis and highlight how both dynamic and subtype-specific regulatory axes contribute to senescence.

We recognize several limitations in this study. First, the use of only two biological replicates per time point for miRNA-seq and mRNA-seq. While we applied multiple layers of analysis to strengthen the findings, future studies with experimental validation will be essential to confirm these observations. Second, while we identified potential regulatory interactions, such as miR-155-5p targeting *CCND2*, *MXI1*, and *CYB5D2*, direct physical interactions were not assessed. Third, the consequences of miR-155-5p downregulation should be further investigated by assessing SASP expression and SA-β-gal activity. These validations will be important for confirming the underlying mechanisms in future work.

Overall, the comprehensive analysis of time-series miRNA-seq and mRNA-seq data elucidates miRNA-mRNA interaction and uncovers miRNA-mediated mechanisms that appear to play a significant role in PMD-Sen progression. Considering the influence of senescent cells on ageing and age-related diseases [11,63], identifying miRNAs that potentially serve as key regulators of PMD-Sen may lead to the development of novel therapeutic strategies utilizing these molecules.

## Materials and methods

### Cell culture and senescence induction

WI-38 human diploid fibroblasts were cultured in Dulbecco’s modified Eagle’s medium (DMEM, FUJI film wako) supplemented with 10% heat-inactivated foetal bovine serum (FBS), 1% penicillin-streptomycin (10,000 U/mL, Gibco) and 1% L-Alanyl-L-Glutamine (200 mmol/L, FUJI film wako). The population doubling level (PDL) was calculated using the formula PDL = PDL_0_ +3.322log(C_f_/C_i_), where C_i_ is the initial cell numbers at seed and C_f_ is the final number of cells at passage.

For PMD-Sen, proliferating WI-38 cells were treated with 0.0095% sodium dodecyl sulphate (SDS) for 24 hours, washed twice, and incubated in DMEM for additional 16 days with medium changes every 2–3 days. For DDR-Sen, proliferating WI-38 cells were treated with 250 nM Doxorubicin for 24 hours, washed twice, and incubated as for PMD-Sen cells. The cells were harvested at 0,1, 2, 3, 4, 6, 8 and 16 days [D0 to D16] after SDS or DXR washout. For replicative senescence (RS), cells were subjected to serial passage until PDL54–56. The proliferating untreated WI-38 cells were used as control.

### Senescence-associated β-galactosidase (SA-β-gal) activity assay

Senescence-associated beta-galactosidase (SA-β-gal) activity was assessed by staining cells with X-gal at pH 6.0 according to Debacq-Chainiaux *et al*. [64]. Briefly, cells were washed with PBS, fixed with 2% paraformaldehyde and 0.2% glutaraldehyde in PBS for 5 minutes, and washed twice with PBS. They were incubated overnight (12–16 hours) at 37°C with beta-galactosidase substrate staining solution containing 40 mM citric acid/Na phosphate buffer (pH 6.0), 5 mM potassium ferricyanide, 5 mM potassium ferrocyanide, 150 mM sodium chloride, 2 mM magnesium chloride and 1 mg/ml X-gal. The cells were washed with PBS twice and observed by standard light microscopy.

### Western blot analysis

Total protein lysates were prepared with 2x Laemmli sampling buffer (4% SDS, 20% glycerol, 2% 2-mercaptoethanol, 0.02% bromphenol blue and 0.125 M Tris HCl). Protein concentrations were determined using Qubit Protein Assay Kit (Invitrogen). Total protein in 2x Laemmli sampling buffer were separated by polyacrylamide gel electrophoresis and then transferred onto PVDF membranes with Trans-Blot Turbo system (Bio-Rad). After blocking with Bullet Blocking One (Nacalai Tesque), the membranes were probed with primary antibodies for p53 (Santa Cruz Biotechnology), p21, p16, or β-actin (Abcam). The horseradish peroxidase-conjugated (HRP) secondary antibody (Cytiva or Cell Signalling) were used for detecting the primary antibodies. Signals were generated by enhanced chemiluminescence and recorded with a ChemiDoc system (Bio-Rad). The densitometric analysis was performed using Image Lab (Bio-Rad).

### RNA extraction and quality control

Total RNA was extracted from cells using TRIzol (Thermo Fisher Scientific) and the RNA Clean & Concentrator kits or Direct-zol Mini Kit (Zymo) according to the manufacturers’ instructions including the digestion with DNase I. The RNA quantity and purity were analysed by NanoDrop spectrophotometer (Thermo Fisher Scientific) and 4200 TapeStation system (Agilent) with RIN number > 9.1.

### RT-qPCR analysis

Total RNA was reverse-transcribed (RT) using SuperScript IV VILO master mix (Thermo Fisher Scientific) according to the manufacturers’ protocols. Briefly, cDNA was synthesized at 25°C for 10 minutes, 50°C for 10 minutes and 85°C for 5 minutes. The PowerTrack SYBR Green master mix (Thermo Fisher Scientific) and gene-specific primers were then applied to perform real-time quantitative (q) PCR analysis on a QuantStudio Real-Time PCR system (Thermo Fisher Scientific) at 95°C for 2 minutes, followed by 40 cycles of 95°C for 5 seconds and 60°C for 30 seconds. Forward and reverse primers are listed in Supplementary Table S2. The relative fold changes of gene expression were calculated by the 2^−ΔΔCt^ method [65] and normalized to GAPDH mRNA.

For the analysis of miRNA, total RNA was processed using the TaqMan MicroRNA Reverse Transcription Kit with the RT primers provided with the TaqMan™ Advanced miRNA Assays (Thermo Fisher Scientific), and the converted cDNA was used as a template for qPCR using TaqMan Advanced miRNA Assays and TaqMan Fast Advanced Master Mix (Thermo Fisher Scientific). Reactions were performed according to the manufacturer’s instructions. U6 snRNA was used as the endogenous control for normalization.

### mRNA sequencing (mRNA-seq) and bioinformatics analysis

The RNA samples were converted into libraries using NEBNext Ultra^TM^ II Directional RNA Library Prep Kit (NEW ENGLAND BioLabs Inc.) according to the manufacturer’s protocol. The high-quality libraries were guaranteed with more than 92% of bases of Q-score > 30. Next-generation sequencing was then carried out on the NovaSeq 6000 System (Illumina) with paired-end sequencing. This work was performed at the Sequencing Section of Okinawa Institute of Science and Technology Graduate University.

To analyse the result of next-generation sequencing dataset, bioinformatic analysis was performed in Python (version 3.7.0) and R (version 4.2.0). Briefly, read quality control and adapter trimming was carried out with Trim Galore (version 0.6.4). The cleaned sequencing reads were processed using HISAT2 (version 2.2.0) and featureCounts (version 2.0.1) for alignment and quantification. The human genome of reference GRCh38 was used. The differential expression analysis was performed using DESeq2 (version 1.36.0). The Wald test was used to determine statistical significance. Differentially expressed mRNAs were defined with P-value less than 0.05 and absolute log2 fold change greater than 1.

### Time-series clustering of differentially expressed genes

The time series significantly differentially expressed genes (P-value less than 0.05 and absolute log2 fold change greater than 1) obtained from mRNA-seq were clustered using Mfuzz package (version 2.56.0) in R based on the fuzzy c-means algorithm. Average DESeq2-normalized counts (replicates at each time point) of individual genes were used as input values for soft clustering.

Pathway annotation of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway of the gene clusters was conducted using clusterProfiler package (version 4.4.4) in R. Identified KEGG pathways with corrected P-values (Benjamini-Hochberg method) less than 0.05 were considered to be meaningful enrichments.

### miRNA sequencing (miRNA-seq) and bioinformatics analysis

The sequencing libraries were generated using NEXTFLEX Small RNA-Seq Kit v3 (PerkinElmer) following the manufacturer’s protocol from 100 ng of total RNA. Briefly, RNA samples were ligated with 5’ and 3’ adapters, followed by reverse transcription and PCR. PCR amplifications were performed with 17 cycles. The size selection was performed using BluePippin (Sage Science) with a range of 135–165 bp. Finally, libraries were sequenced on Illumina MiSeq system. The high-quality libraries were guaranteed with more than 97% of bases of Q-score > 30. This work was performed at the Sequencing Section of Okinawa Institute of Science and Technology Graduate University.

The raw reads of miRNA-seq were processed using the exceRpt small RNA-sequencing Pipeline (version 4.6.2) available on Genboree (http://www.genboree.org/site/, developed by the Data Integration and Analysis Component of the Extracellular RNA Communication Consortium) for trimming, alignment and counting. Trimming was performed following the manufacturer’s instruction (NEXTFLEX ® Small RNA-Seq Kit v3). The clean reads were mapped to the human genome GRCh38 and aligned against miRbase to create miRNA counts. Differential expression analysis of the gene counts was performed in R (version 4.2.0) using the DESeq2 package (version 1.36.0). The Wald test was used to determine statistical significance. Differentially expressed miRNAs were defined with P-value less than 0.05 and absolute log2 fold change greater than 1.

Predicted miRNA-target interactions were determined by utilizing the multiMiR package (version 1.18.0) in R, which covered 14 publicly available databases including miRecords, miRTarBase, TarBase, DIANA-microT, ElMMo, MicroCosm, miRanda, miRDB, PicTar, PITA, TargetScan, miR2Disease, PharmacomiR and PhenomiR. The miRNA-target interactions were collected with the criterion of top 10% predicted target sites of each external database.

### Identification of the miRnas as key regulators for differentially expressed genes in each cluster

Considering the inverse correlated relationship between miRNAs and mRNAs, Spearman’s correlation coefficients between expression levels of the differentially expressed miRNAs and the differentially expressed mRNAs were calculated. Next, the miRNA-mRNA pairs with Spearman’s correlation coefficients less than −0.5 were intersected with the predicted pairs detected by multiMiR. The negatively correlated predicted pairs were then chosen as putative miRNA-mRNA interactions in the current study. Finally, an enrichment analysis with hypergeometric tests was adopted to quantitatively assess the effects of the differentially expressed miRNAs on the differentially expressed mRNAs in each cluster using hypeR package (version 1.12.0) in R.

### Transfection of miRnas mimics or inhibitors

Cells were seeded 24 hours before transfection to reach a confluency of approximately 70–80%. Transfection was performed using 10 nM of either mirVana miRNA mimics or inhibitors (Thermo Fisher Scientific) and Lipofectamine RNAiMAX Transfection Reagent (Thermo Fisher Scientific), following the manufacturer’s protocol. Briefly, RNAiMAX and the miRNA mimic/inhibitor were mixed and incubated at room temperature for 5 minutes to allow formation of lipoplexes. The complexes were then added dropwise to the cells. After 24 hours of incubation under standard culture conditions, cells were harvested for total RNA extraction and RT-qPCR analysis. All transfections were performed in triplicate.

### Statistical analysis

Data are presented as the means ± standard error of the mean. For comparisons between two groups, Student’s t-test was used. For comparisons involving more than two groups, one-way ANOVA followed by Dunnett’s post-hoc test was performed. *p* < 0.05 was considered as statistical significance.

## Supplementary Material

Supplemental Material

## Data Availability

The miRNA-seq data were deposited in the Gene Expression Omnibus repository of the NCBI database under GEO Series accession number GSE299871; RNA-seq data from previous study are available under GEO Series accession number GSE222400 (the token: ilipuaagzlqjdkb). These data will be publicly available after acceptance of this manuscript. Code for expression analysis is available at https://github.com/YatzuC/small_RNAseq.git. Table S1-S7 are available via figshare. https://figshare.com/s/51ba750b4314c4cc1edc.

How the deposited data were processed for this re-analysis (not part of the article)

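The data were 36 small RNA libraries of WI-38 cells in 18 conditions with 2 replicates each. Each library was assigned to its condition by its sample description, and 0 columns were left without a sample. According to the paper, the authors trimmed the reads, mapped them to GRCh38, aligned them to miRBase and counted them with the exceRpt pipeline. The deposited table holds expected counts per mature miRNA, not normalized. A read that fits several miRNAs is split between them, so 1003 of the 54288 values are not whole. The values were rounded to whole counts before the tests. Of the 1508 miRNAs, 97 had 0 counts in every library, and 18 of the names join at least 2 miRNAs.

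The libraries had 81670 to 1933442 counts. The 10 most abundant miRNAs took 48.7% to 56.9% of a library. The replicates of PMD-Sen D16 differed 4.39-fold in total. Between replicates, the log2 CPM of the tested miRNAs had r of 0.937 (PMD-Sen D0) to 0.987 (PMD-Sen D16). Counting error alone would give a chi-square of about 1 per degree of freedom, and the replicate pairs gave 4.31 (DDR-Sen D4) to 106 (RS). Most of the variation between replicates is therefore not counting error.

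Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr on the 18 conditions, all 36 libraries in the model and the quasi-likelihood test. The filter kept 360 miRNAs, which hold at least 99.8% of every library. The common dispersion corresponded to a biological coefficient of variation of 20.9%, with 18 residual degrees of freedom and a prior of 12.0. The paper's thresholds were kept, an unadjusted p below 0.05 and an absolute log2 fold change above 1. Benjamini-Hochberg adjustment over the tested miRNAs is given beside them. CPM values use TMM-scaled totals, and log2 CPM uses a prior count of 2. A group at or under 3 counts per library was taken as being at the floor. Folds of the other group's mean against the floor are given as lower bounds.

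PMD-Sen and DDR-Sen were also compared over D1 to D16 in a model with series and day. PCA and Euclidean distances used log10 of DESeq2-normalized counts plus 1, with DESeq2 1.42.0. Correlations with day were tested with 100000 permutations of the libraries of a series, and with all permutations where 8 libraries remained. The pseudo-F of a time point was compared over the 120 choices of 2 of 16 libraries. miRNA sets were tested with camera in limma 3.58.1, with a preset correlation of 0.01, and with fry and an estimated correlation as alternatives.

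The miRNAs reported by name are those the paper names in a claim about this dataset. For PMD-Sen D16, DDR-Sen D16, RS and the comparison of PMD-Sen D16 with DDR-Sen D16, a rule added the 2 highest and the 2 lowest log2 fold changes. It took them among miRNAs that passed the fold-change threshold at adjusted p, with both treated libraries beyond both control libraries. Sets of miRNAs were the miR-17 clusters, the miR-30-5p family and the 14q32 cluster, listed by miRNA name.

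The procedure was tested on simulated counts with 200 miRNAs changed at PMD-Sen D16 alone, by a log2 fold change of 2, of which 191 passed the filter. This condition holds the deepest library, so the shares found need not hold for smaller libraries or smaller changes. edgeR called 173 of the 191 changed miRNAs (90.6%) and 5 of 161 unchanged miRNAs at the paper's thresholds, and 165 (86.4%) and 2 at adjusted p. DESeq2 on the 4 libraries of a comparison called 151 (79.1%) and 1. Further data sets without any change, 100 for edgeR and 10 others for DESeq2 on the 4 libraries, gave the number of calls and of shared calls to be found when nothing differs.

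The samples, the comparisons and most alternatives were chosen before the data were examined. The alternatives were DESeq2 with unadjusted and adjusted p, DESeq2's size factors or total counts in place of TMM, no filter or a mean of at least 10 counts, adjusted p, only the 4 libraries of a comparison, the replicate number as a block, and leaving out each replicate. For the PCA they were the tested miRNAs alone, a pseudocount of 0.5, unit variance and thinning to the smallest total. DESeq2 on the 4 libraries of a comparison, DESeq2's adjusted p for the comparison of the series, total counts for the set tests and thinning for the DE counts were added after seeing the data.

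The mRNA-seq, qPCR, transfection and BJ cell data, the mRNA clusters and the miRNA-mRNA pairs were not analysed here. With 2 replicates, leaving out 1 leaves a group of 1, so only a fold change is given in that case.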

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

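In this part, the test of depth on the DE counts, the tests of scaling and of shared controls on the 14q32 cluster, and the test of the D16-only miRNAs were chosen after the result was seen. The others were chosen before the data were examined.

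In edgeR on all libraries, only miR-155-5p and miR-4286 differed between PMD-Sen D16 and DDR-Sen D16 after adjustment. Their log2 differences were 1.40 and 2.38. DESeq2's adjusted p gave 1 miRNA on all libraries and 3 on the 4 libraries compared. The miR-155-5p difference stayed between 1.30 and 1.48 when each replicate was left out in turn. The miR-4286 difference ranged from 1.77 to 3.14, and miR-4286 is on a list of miRNAs whose reads can come from fragments of structural RNA. Against Ctrl, miR-4286 was at 0.02 at PMD-Sen D16, so its difference lies in a fall in DDR-Sen, where it had 8 and 4 counts at D16. The miR-155-5p difference kept its direction and call under the alternatives chosen beforehand. The design allows the inducer of senescence as a biological source for both, and no experiment on it was analysed here.

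Over D1 to D16, 73 miRNAs differed between PMD-Sen and DDR-Sen. To see how many would differ for an arbitrary division, the libraries were divided into 2 groups in 100 ways, the real one included. The real division alone, 1 of 100, gave as many miRNAs, and the other divisions gave a median of 0 and at most 42. An arbitrary division of the libraries is therefore an unlikely source of this count. The divisions exchanged libraries within each day, so they cannot exclude a difference that the cultures of a series share across days.

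The paper names miR-369-3p and miR-495-3p but does not discuss their 14q32 cluster, a group of 52 miRNA genes on chromosome 14. The 68 tested miRNAs of the cluster were higher as a set. Their median log2 fold change was 0.66 at PMD-Sen D16 (61 of 68 higher), 0.63 at DDR-Sen D16 (62 of 68) and 0.52 in RS (58 of 68), with adjusted p of 6.10e-12, 2.76e-11 and 3.81e-07 in the camera test. The calls hold under fry and with an estimated correlation (0.000254, 0.000318 and 0.00314). The cluster made up 6.93% of all counts in Ctrl and 9.58%, 9.86% and 9.57% in the 3 senescent groups. Scaling of the libraries is an unlikely source, because 60 of 68 were higher at PMD-Sen D16 with total counts alone. The 2 control libraries that the comparisons share are also an unlikely source, because against PMD-Sen D0 and D1 the median was 0.67 at PMD-Sen D16 (58 of 68 higher). The same comparison within DDR-Sen gave 0.70 (65 of 68). In both series the set rose with days since treatment, and the medians by day are given under the other observations. Ctrl cells were not sampled on later days and RS has no day, so the design cannot tell what drives the rise.

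Depth is a candidate explanation for the place of PMD-Sen D0 in the PCA. The rank of its pseudo-F moved from 4 to 7 of 120 after thinning to equal depth, so part of the separation may come from its small libraries. Depth is an unlikely source of the approach of PMD-Sen to RS, since rho with day was -0.852 after thinning. It is also an unlikely source of the difference in DE miRNAs between PMD-Sen D0 and D16, since 33 were called at D16 and 10 at D0 after thinning. The part of depth in the trend between them stays open. Over the 8 time points, rho of the number with day was 0.743 (exact p = 0.0416) before thinning and 0.690 (exact p = 0.0694) after it. Without D8 and D16 it was 0.377 before and 0.314 after, so thinning moved it little. How far the trend rests on D8 and D16 depended on the setting. At edgeR's adjusted p, rho was 0.802 with them and 0.522 without. With DESeq2's unadjusted p on the 4 libraries, chosen after seeing the data, it was 0.874 and 0.696.

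RNA of red blood cells is an unlikely source of the rise of miR-486-5p. miR-451a, the most abundant miRNA of red blood cells, had 31 counts in all 36 libraries together (1 and 0 at DDR-Sen D16), while miR-486-5p had 6825. miR-451a does not decide on serum RNA, which stays open. miR-122-5p, on the same list of blood and serum miRNAs, had 1045 counts. Its log2 fold change was -0.40 (SE 0.87) at DDR-Sen D16 and 0.68 (SE 0.82) in RS, from 71 and 4 counts.

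Fragments of structural RNA remain a candidate explanation for miR-1260b at PMD-Sen D0. The other members of the list of such miRNAs stood at percentile 99.8 of random lists of the same size. All 3 were higher. miR-1246 had 8 and 3 counts against 0 and 0 in Ctrl (adjusted p = 0.0585 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), miR-4286 had a log2 fold change of 0.43, and miR-4454, the median of the 3, had 3 and 0 counts against 1 and 2 in Ctrl, at the floor in both groups. With so few miRNAs and counts the test cannot tell.

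A threshold passed in PMD-Sen and narrowly missed in DDR-Sen remains a candidate explanation for the 11 miRNAs called at PMD-Sen D16 only. Tested directly between the 2 groups, 0 of them differed at adjusted p and 1 at unadjusted p (miR-3177-3p). At DDR-Sen D16, miR-3177-3p (-0.37, SE 0.67), miR-146a-5p (-0.38, SE 0.57), miR-122-5p (-0.40, SE 0.87) and miR-450a-5p (0.45, SE 0.57) lay well inside the threshold of 1, with standard errors that leave their distance from it open. All 11 moved in the same direction in both groups, but so did 86.5% of the miRNAs called in this way in simulated data without change, because the groups share their 2 Ctrl libraries. The direction therefore decides nothing, and with 2 libraries against 2 a missed threshold cannot be told from a change in PMD-Sen without one in DDR-Sen.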

How the results depend on the processing

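The settings with DESeq2 on the 4 libraries of a comparison were chosen after the result was seen, and all others before the data were examined.

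The number of DE miRNAs depended on the p used, on the filter, and on the tool and the libraries used together. With adjusted p in edgeR, PMD-Sen had 1, 6, 5, 0, 6, 14, 19 and 32 from D0 to D16, and DDR-Sen had 0, 1, 1, 10, 12, 24 and 29 from D0 to D8, with sums of 83 and 134. With DESeq2's adjusted p, PMD-Sen had 1, 7, 5, 1, 7, 16, 17 and 27, and DDR-Sen had 0, 1, 4, 6, 16 and 19 from D0 to D6 and 49 at D16, with sums of 81 and 126. Without a low-count filter, PMD-Sen had 33 at D0, 45 at D1, 20 at D3 and 51 at D6, and DDR-Sen had 40 at D1, 41 at D2, 44 at D3 and 75 at D8, with a DDR-Sen sum of 426. With a mean of at least 10 counts, DDR-Sen had 15 at D1 and 14 at D2. With edgeR on only the 4 libraries compared, PMD-Sen had 10 at D0, 17 at D1, 13 at D2 and 8 at D4.

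With DESeq2 on the 4 libraries compared and unadjusted p, PMD-Sen had 4, 10, 8, 5 and 10 from D0 to D4 and 27 at D8, and DDR-Sen had 2, 13, 8, 12, 21 and 25 from D0 to D6, with sums of 134 and 179. With adjusted p, PMD-Sen had 1, 1, 2, 0, 3, 13, 11 and 34, DDR-Sen had 0, 3, 2, 8, 14, 16, 23 and 45, and RS had 33, with sums of 65 and 111.

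Between PMD-Sen D16 and DDR-Sen D16, the number was 2 at adjusted p, 1 with DESeq2's adjusted p, 35 without a filter and 3 with DESeq2's adjusted p on the 4 libraries. Between PMD-Sen D16 and RS it was 24 at adjusted p and also with DESeq2's adjusted p, and 27 and 2 with DESeq2 on the 4 libraries at unadjusted and adjusted p. Between DDR-Sen D16 and RS it was 8 with either adjusted p, 44 without a filter, and 12 and 2 with DESeq2 on the 4 libraries.

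The division into upregulated and downregulated miRNAs moved by more than 10 points at 5 comparisons with DESeq2's size factors and at 8 with total counts. PMD-Sen D16 had 24 up and 37 down with TMM, 16 and 44 with DESeq2's size factors, and 15 and 45 with total counts. The comparison of PMD-Sen with DDR-Sen over D1 to D16 had 29 higher and 44 lower in PMD-Sen with TMM, and 87 higher and 21 lower with total counts, so the direction of these differences depends on the scaling.

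The number of miRNAs called at PMD-Sen D16 only was 5 up and 6 down. The upregulated number was 1 with DESeq2's unadjusted p, 0 with its adjusted p, 1 with a mean of at least 10 counts, 0 at adjusted p and 3 with RS as a further group. It also depended on the scaling, with 1 for DESeq2's size factors in edgeR and 2 for total counts. On only the 4 libraries compared, in edgeR, it was 2. The downregulated number was 11 with DESeq2's unadjusted p, 12 without a filter and 5 with RS as a further group. With DESeq2's size factors in edgeR it was 9, and with total counts 10. For DDR-Sen D16 only, 7 up became 4 with RS as a further group, and 7 down became 11 without a filter, 4 with a mean of at least 10 counts and 4 with RS as a further group. On only the 4 libraries compared, in edgeR, DDR-Sen D16 had 12 up and 2 down. The miRNAs shared by both series at D16 were 22 with DESeq2's adjusted p in place of 37. At any time point, 77 became 29 with DESeq2's adjusted p, 122 without a filter and 37 at adjusted p.

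The comparison of PMD-Sen with DDR-Sen over D1 to D16, at 73, gave 100 at unadjusted p in edgeR. It gave 136 with DESeq2's unadjusted p, and 16 to 32 when a replicate of every condition was left out. Over D6, D8 and D16 alone, with 6 libraries against 6, it gave 74, and 7 of these differed by more than 2-fold, where D1 to D16 had 1. Over D1 to D16, this 2-fold number was 25 with DESeq2's unadjusted p, 21 without a filter and 0 with total counts. It stayed 1 with DESeq2's size factors in edgeR, a mean of at least 10 counts and the replicate block.

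For miR-155-5p, 161 of 162 values under the alternatives kept their direction and their call. The exception was DDR-Sen D2, which passed the threshold with total counts (-1.05). With each replicate left out in turn, the log2 fold change ranged from -1.72 to -1.43 at PMD-Sen D6, -1.64 to -1.43 at PMD-Sen D8, -0.93 to -0.34 at DDR-Sen D1, -1.13 to -0.97 at DDR-Sen D4, -2.17 to -1.97 at DDR-Sen D8 and -3.88 to -2.70 in RS.

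Of 1031 values of the named miRNAs under the alternatives, 935 kept direction and call, 67 lost a call, 9 gained a call and 20 changed direction. All that changed direction were near 0. miR-30d-5p at PMD-Sen D16 was -0.0761 with DESeq2 (at unadjusted and at adjusted p), -0.0759 with DESeq2's size factors, -0.0826 with total counts, -0.0660 with a mean of at least 10 counts, -0.100 on the 4 libraries and -0.00216 with the replicate block. In RS it was 0.0256 without a filter. miR-106b-5p at PMD-Sen D16 was 0.00442 without a filter. miR-143-3p at PMD-Sen D16 was -0.0157 with DESeq2, -0.0152 with its size factors, -0.0281 with total counts and -0.0522 on the 4 libraries. miR-4286 at PMD-Sen D16 was -0.0687 with DESeq2, -0.0659 with its size factors, -0.0749 with total counts, -0.0394 with a mean of at least 10 counts and -0.0880 on the 4 libraries. Leaving out a replicate gave 428 values, of which 99 moved by more than the replicate SD and 17 changed sign.

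The distance to RS against day in PMD-Sen had rho of -0.952 without replicate 1 and -0.619 without replicate 2 (adjusted p = 0.138). In DDR-Sen it was -0.462 with a pseudocount of 0.5 (0.0754), -0.426 with unit variance (0.124), -0.786 without replicate 1 and -0.643 without replicate 2 (0.138) while it was -0.899 with the tested miRNAs and -0.864 after thinning. Pearson's r without replicate 2 was -0.582 in PMD-Sen and -0.874 in DDR-Sen. The distance to Ctrl in PMD-Sen reached -0.574 with a pseudocount of 0.5 (0.0272). The share of PC1 was 19.7% with the tested miRNAs, 8.47% with a pseudocount of 0.5, 8.45% with unit variance, 10.9% after thinning and 13.6% to 13.9% without a replicate. The share of PC2 was 11.5%, 5.92%, 5.91%, 6.53% and 11.1% to 11.5%.

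The pseudo-F of PMD-Sen D0 was 2.86 with the tested miRNAs and 1.90 with a pseudocount of 0.5 (exact p = 0.025 for each), and it was 1.41 with unit variance and 1.47 after thinning (exact p = 0.0583 for each). That of DDR-Sen D0 was 1.59 with the tested miRNAs (exact p = 0.0333) and 1.26 after thinning (exact p = 0.0417). After thinning, PMD-Sen D16 had 1.42 (exact p = 0.0667), DDR-Sen D4 1.28 (exact p = 0.025) and DDR-Sen D16 1.48 (exact p = 0.00833). The set test of the miR-30-5p family at PMD-Sen D16 gave 0.198 with an estimated correlation, 0.0566 with DESeq2's size factors and 0.0512 with the replicate block, and at DDR-Sen D16 0.0362 with fry.

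Replicate numbers were also tested as a pairing. Of 153 pairs of conditions, 53 had a correlation above 0.1 between their replicate differences, with a median of 0.0416, so not every pair of conditions deviates together and the numbers were not taken to pair the samples. Within PMD-Sen, 16 of 28 pairs were above 0.1 (median 0.147), and replicate 1 had the larger total and the smaller distance to RS at all 8 time points. With the replicate number as a block, the sums were 248 and 286.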

Differences from the paper's values

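The setting with DESeq2 on the 4 libraries of a comparison was chosen after the paper's values and the result were seen, and the other settings named here before the data were examined.

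The paper gives 134 DE miRNAs in PMD-Sen and 179 in DDR-Sen, and edgeR gave sums of 243 and 283 over the 8 time points. A setting is said to close a gap when its value lies within 1.5 times the paper's value. Among the settings chosen beforehand, a mean of at least 10 counts gave 197 and 216, edgeR on only the 4 libraries compared gave 197 and 258, and DESeq2's adjusted p and edgeR's adjusted p gave 126 and 134 in DDR-Sen. The same 2 settings gave 81 and 83 in PMD-Sen and did not close that gap. DESeq2's size factors, total counts, the replicate block, DESeq2's unadjusted p on all libraries and no filter did not close the gap in either series. DESeq2 with unadjusted p on only the 4 libraries compared, chosen after seeing the values, gave 134 and 179, and also gave all 36 of the paper's counts that were compared. In data without change, that setting gave means of 16.1 and 14.6 DE miRNAs per series over 10 data sets, where edgeR on all libraries gave 65.2 over 100. In the self-test, with changes at PMD-Sen D16 alone, it found 79.1% of the changed miRNAs, against 90.6%.

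Bars of Figure 2D were read by eye. In PMD-Sen the paper shows about 2 upregulated and about 2 downregulated miRNAs at D0, where edgeR gave 8 and 11, about 4 and about 6 at D1 (16 and 10), about 6 and about 2 at D2 (11 and 12), about 1 upregulated at D3 (4), about 3 and about 7 at D4 (10 and 13), about 15 downregulated at D6 (23) and about 14 downregulated at D8 (30). In DDR-Sen it shows about 1 and about 1 at D0 (8 and 6), about 6 downregulated at D1 (15), about 2 and about 6 at D2 (6 and 19), about 5 upregulated at D3 (12), about 8 upregulated at D4 (15), and about 10 and about 15 at D6 (16 and 26). At 7 of these bars no setting chosen beforehand closed the gap, namely all D0 bars, the upregulated ones at PMD-Sen D1 and D3 and the downregulated one at DDR-Sen D2. Some came near in number, since adjusted p in edgeR and in DESeq2 gave 0 up and 1 down at PMD-Sen D0 and 0 and 0 at DDR-Sen D0, and a mean of at least 10 counts gave 2 up at PMD-Sen D3. DESeq2 with unadjusted p on the 4 libraries, chosen after seeing the values, gave every one of these bars.

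The other gaps were closed by some of the settings chosen beforehand and not by the rest. A mean of at least 10 counts closed those at PMD-Sen D1 (9 down), D2 (8 up), D4 (4 up) and D6 (21 down), and at DDR-Sen D1 (9 down), D2 (3 up), D3 (6 up), D4 (10 up) and D6 (11 up and 20 down). Adjusted p closed those at PMD-Sen D1 (4 down), D2 (2 down), D4 (5 down) and D8 (11 down), and at DDR-Sen D3 (5 up), D4 (7 up) and D6 (10 up and 14 down). DESeq2's adjusted p closed those at PMD-Sen D1 (5 down), D2 (2 down), D4 (6 down) and D6 (11 down), and at DDR-Sen D2 (2 up), D4 (6 up) and D6 (7 up and 12 down). Only the 4 libraries compared, in edgeR, closed those at PMD-Sen D1 (8 down), D2 (8 up), D4 (7 down) and D6 (21 down), and at DDR-Sen D4 (10 up) and D6 (12 up). Total counts closed those at PMD-Sen D6 (18 down) and at DDR-Sen D3 (7 up), D4 (9 up) and D6 (11 up), DESeq2's size factors those at DDR-Sen D3 (7 up), D4 (11 up) and D6 (14 up), and DESeq2's unadjusted p on all libraries that at DDR-Sen D6 (13 up).

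The statements on single miRNAs differ at a few points. The paper lists miR-146b-5p as upregulated in RS too, where it had a log2 fold change of 0.94, below the threshold that the other 2 groups passed. miR-106b-5p, which the paper's Table 1 lists at DDR-Sen D4, was not called there and was called at PMD-Sen D1. DESeq2's unadjusted p on all libraries called it at DDR-Sen D4. miR-664a-3p was also called at D0 and D1 of PMD-Sen and at D0 of DDR-Sen, and miR-625-3p at PMD-Sen D0 and DDR-Sen D2. With DESeq2 on the 4 libraries compared, chosen after seeing the values, miR-664a-3p was called at 6 time points of each series and miR-106b-5p at D4 and D8 of each. Of the miR-30-5p family, miR-30a-5p and miR-30c-5p were called, and miR-30d-5p was lower than in Ctrl at all 8 DDR-Sen time points.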

Other observations

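In this part, the comparisons of the series on each day and the medians of the 14q32 cluster on each day were chosen after the result was seen.

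Among the miRNAs that passed both thresholds at adjusted p, with both treated libraries beyond both control libraries, the largest changes at PMD-Sen D16 were miR-664a-3p (log2 fold change 2.12, adjusted p = 0.00871 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), miR-326 (1.88, 0.0273), miR-92a-1-5p (-2.99, 0.00557) and miR-18a-3p (-2.29, 0.0438). When each library was left out in turn, they ranged from 1.96 to 2.37, 1.47 to 2.31, -4.04 to -2.66 and -4.42 to -1.80. At DDR-Sen D16, miR-664a-3p was at 3.42 (adjusted p = 2.82e-05 in the same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and miR-668-3p at 2.16 (0.00328). miR-942-5p had 0 and 0 counts there, at least 2.21-fold lower than in Ctrl, miR-18a-3p was at least 6.81-fold lower and miR-92a-1-5p at least 10.0-fold lower. In RS, miR-383-5p was at least 5.67-fold and miR-3180-5p at least 1.39-fold higher, and miR-3173-5p was at least 4.10-fold and miR-128-1-5p at least 2.00-fold lower. These bounds set the mean of the other group against the floor. Where a library of that group itself had at most 3 counts, the bound rests on a single library. This holds for miR-942-5p (2 and 9 counts in Ctrl), miR-128-1-5p (2 and 7 in Ctrl) and miR-3180-5p (13 and 3 in RS).

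Compared day by day, PMD-Sen and DDR-Sen differed in 25 miRNAs at D0, 42 at D1, 29 at D2, 15 at D3, 23 at D4, 14 at D6, 14 at D8 and 17 at D16 (6, 6, 9, 3, 5, 1, 0 and 2 at adjusted p).

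The median of the 14q32 cluster rose along PMD-Sen, with 0.06, 0.15, 0.14, 0.30, 0.54, 0.61, 0.54 and 0.66 from D0 to D16, and later along DDR-Sen, with 0.06, -0.01, 0.01, 0.21, 0.26, 0.43, 0.36 and 0.63.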
